# MicroRNA signatures of endogenous Huntingtin CAG repeat expansion in mice

**DOI:** 10.1371/journal.pone.0190550

**Published:** 2018-01-11

**Authors:** Peter Langfelder, Fuying Gao, Nan Wang, David Howland, Seung Kwak, Thomas F. Vogt, Jeffrey S. Aaronson, Jim Rosinski, Giovanni Coppola, Steve Horvath, X. William Yang

## Abstract

In Huntington's disease (HD) patients and in model organisms, messenger RNA transcriptome has been extensively studied; in contrast, comparatively little is known about expression and potential role of microRNAs. Using RNA-sequencing, we have quantified microRNA expression in four brain regions and liver, at three different ages, from an allelic series of HD model mice with increasing CAG length in the endogenous Huntingtin gene. Our analyses reveal CAG length-dependent microRNA expression changes in brain, with 159 microRNAs selectively altered in striatum, 102 in cerebellum, 51 in hippocampus, and 45 in cortex. In contrast, a progressive CAG length-dependent microRNA dysregulation was not observed in liver. We further identify microRNAs whose transcriptomic response to CAG length expansion differs significantly among the brain regions and validate our findings in data from a second, independent cohort of mice. Using existing mRNA expression data from the same animals, we assess the possible relationships between microRNA and mRNA expression and highlight candidate microRNAs that are negatively correlated with, and whose predicted targets are enriched in, CAG-length dependent mRNA modules. Several of our top microRNAs (*Mir212*/*Mir132*, *Mir218*, *Mir128* and others) have been previously associated with aspects of neuronal development and survival. This study provides an extensive resource for CAG length-dependent changes in microRNA expression in disease-vulnerable and -resistant brain regions in HD mice, and provides new insights for further investigation of microRNAs in HD pathogenesis and therapeutics.

## Introduction

Huntington’s disease (HD) is a dominantly inherited neurodegenerative disorder clinically characterized by progressive movement disorder, cognitive dysfunction, and psychiatric impairment [1]. The hallmark of HD neuropathology is selective degeneration of striatal medium spiny neurons (MSNs), and, to a lesser extent, deep-layer cortical pyramidal neurons [2]. Currently there are no therapies to prevent the onset or slow the progression of HD.

HD is caused by a CAG trinucleotide repeat expansion encoding an elongated polyglutamine (polyQ) stretch near the N-terminus of Huntingtin (HTT) [3]. Unaffected individuals have CAG repeat lengths ranging from 6–35, and HD individuals have repeat lengths greater than 36 on one *HTT* allele, with the length of the CAG repeat inversely correlated with the age of disease onset [4,5]. Patients with CAG lengths in the 40s often have motor symptom onset in the fourth decade while repeat lengths greater than 60 lead to juvenile onset [6]. Patients with repeat lengths of 37–40 may have very late onset or no observed clinical symptoms. In contrast to age of clinical onset, the influence of CAG repeat length on disease progression is more modest [6], suggesting an important impact of CAG length in early disease pathogenesis [7]. Recent imaging studies of HD patients suggest that CAG repeat length correlates with caudate atrophy [8] and that combined CAG repeat length and age is a useful predictor of many clinical outcomes in HD [6]. Overall, HD patient studies underscore a critical role of CAG repeat length in the onset of HD pathogenesis. The graded impact of CAG length on HD symptomatic onset led to the “polyQ molecular trigger” hypothesis, which suggests polyQ expansion in HTT leads to subtle repeat length-dependent graded molecular changes in vulnerable neuronal cells that act in a profound and dominant fashion to initiate the disease [7].

Multiple studies have examined mRNA expression signatures of HD in post-mortem human brains as well as in multiple mouse models. In contrast, comparatively little is known about changes in microRNA expression in HD patients or in animal models. Multiple microRNAs have been implicated in a handful of small studies performed on postmortem human tissue [9] and model organisms [10,11]. A larger recent study examined microRNA expression in HD patients, pre-symptomatic carriers and controls in human cortex and found multiple differentially expressed microRNAs, some of which modulate neuron survival [12].

Here we studied microRNAs dysregulated in an *Htt* CAG length- and age-dependent fashion across striatum, cortex, cerebellum, hippocampus, and liver of HD mouse models [13,14]. We generated and analyzed microRNA expression data from a series of murine huntingtin (*Htt*) knock-in (KI) models across 3 time points to identify individual microRNAs whose expression changes progressively with CAG length and age. The data we generated are publically available for additional mining and modeling through GEO and the HDinHD portal (www.HDinHD.org).

## Results

### Longitudinal microRNA analysis of brain and liver of HD allelic series mice

Using deep microRNA sequencing, we profiled the striatum, cortex, cerebellum, hippocampus and liver of 2-, 6-, and 10-month (denoted 2m, 6m, 10m) old mice that express one wild-type endogenous *Htt* allele and a second engineered *Htt* allele with a knock-in of a human *HTT* exon1 carrying one of 7 different CAG repeat lengths (denoted Q in the mouse strain labels). In the first phase of the study, we sequenced Q20, Q80, Q92, Q111, Q140, and Q175 plus wild type (WT) control littermates of the Q20 mice. These 6 Q-length *Htt* knockin lines include those that exhibit behavioral and physiological phenotypes within the mouse lifespan (Q140 and Q175), as well as those with modest (Q111) and no observable phenotypes but with molecular pathogenic signatures (Q92 and Q80) [15,16]. The Q20 mice are considered controls since the repeat length approximates the average human *HTT* repeat length (the mouse *Htt* gene has a CAG length of 7). In a second batch designed to add a Q50 allele, we sequenced Q20, Q50, Q92 and Q140 mice at age 6 and 10 months, plus WT littermates of the Q20 and Q50 lines. In each batch, we sequenced 8 animals per genotype and age for each tissue. 

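The cortex libraries of Series 1 came from 8 mice, 4 female and 4 male, of each genotype at 2, 6 and 10 months of age. The genotypes were heterozygous knock-in mice from Q20 to Q175 and, as further controls, wild type (WT) littermates of the Q20 line, whose CAG length is 7. For each of the 168 libraries the authors deposited an estimated count of reads on each Ensembl transcript, without normalization. Of the values above 0, 48.1% are not whole numbers, so the estimated counts were rounded to whole numbers before any test. A library held between 2041741 and 11646287 counts with a median of 4810487, and the median was 5039434 at 2 months, 4770465 at 6 months and 4722658 at 10 months. The annotation of genome build GRCm38, the build called mm10 in the methods, names 1228 of these transcripts. Of the 480 microRNAs in the paper's S4 Table, 329 matched a transcript by symbol, and these transcripts held 66.7% of all counts. The 151 microRNAs of that table without a transcript of their name were not analysed here under those names. At 6 months the labels carry a library code, which is V for 11 libraries and LB for the others.

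**Figure D1:**
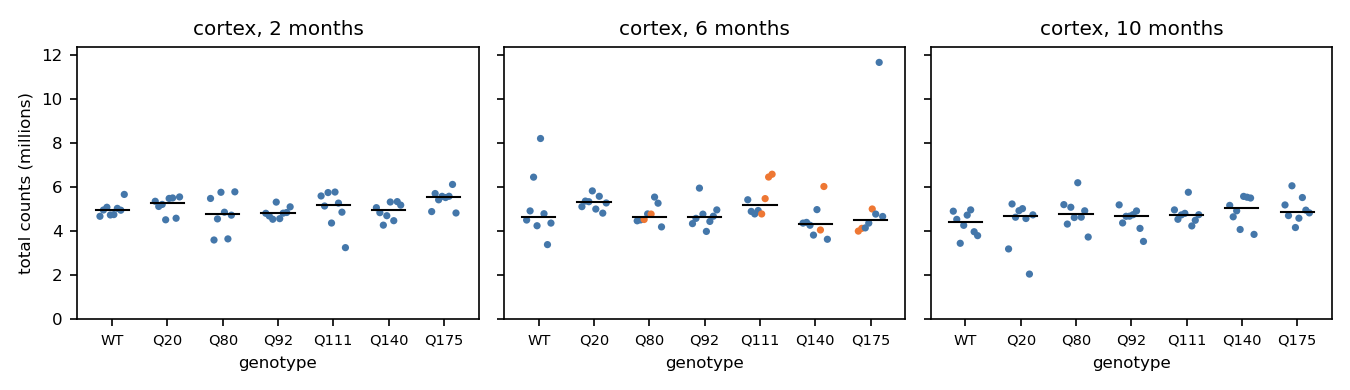
Total counts per cortex library (vertical axis) by genotype at 2, 6 and 10 months, with the median of each group as a line. Orange points are the 11 libraries with code V and blue points all other libraries.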

A detailed analysis of the mRNA data from the first phase of this allelic series of *Htt* KI mice is described in [14]; here we focus on the analyses of the microRNA data.

For each tissue and timepoint, we carried out differential expression (DE) analysis between mice with mutant CAG repeat lengths (Q50 and higher) and the Q20 and WT controls, as well as an analysis of association with CAG length as a numeric variable. 

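In the cortex, each mutant genotype was compared with the Q20 and WT mice of the same age, 8 mutant mice against 16 controls at 2 and 10 months and against the 8 Q20 mice at 6 months. Counts were normalized by edgeR's TMM method and tested with its two-sided quasi-likelihood F test, with sex as a covariate and, at 6 months, the library code. All Q20 libraries at 6 months carried code LB, so the code term took up the mutant libraries with code V. Each genotype effect at 6 months thus rested in the main on the LB libraries, fewer than 8 in every mutant genotype but Q92. At 6 months 4 of the 8 Q111 libraries ran on a lane number of the Q20 libraries and 0 of the Q80, Q92, Q140 and Q175 libraries, so genotype and lane are confounded there. Only the libraries of the groups compared entered a fit, and between 322 and 328 microRNAs with at least 1 count in them were tested. For association with CAG length as a numeric variable, the coefficient is the log2 change per 100 CAG repeats. P-values were adjusted by the Benjamini-Hochberg method within each comparison and compared with an FDR of 0.05.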

We find robust age- and CAG length-dependent increases in differentially expressed microRNAs in the striatum and to a lesser degree in the cortex, cerebellum and hippocampus, while such CAG length-dependent differential expression is not a feature of the liver transcriptome (Fig 1; S1 Table).

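In the cortex, association with Q as a numeric variable passed FDR 0.05 for 0 of 327 microRNAs at 2 months, where 13 had an unadjusted p under 0.05. It passed for 9 of 327 microRNAs at 6 months, 4 down and 5 up with increasing Q, and for 29 of 328 at 10 months, 12 down and 17 up. Across the alternatives set beforehand the count at 6 months moved most when the 6-month WT libraries were included, to 156. Without the Q175 mice, a setting chosen after seeing the data, the count at 10 months was 1. The change in association between 2 and 10 months was tested directly as an interaction of age and Q, which passed the same threshold for 6 of 328 microRNAs. The association of Mir135b became more negative by 10 months (interaction coefficient -0.33 per 100 CAG, standard error 0.05, adjusted p = 1.35e-06). An interaction of sex and Q at 6 and 10 months passed for 0 of 328 microRNAs, and 18 had an unadjusted p under 0.05.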

**Fig 1:**
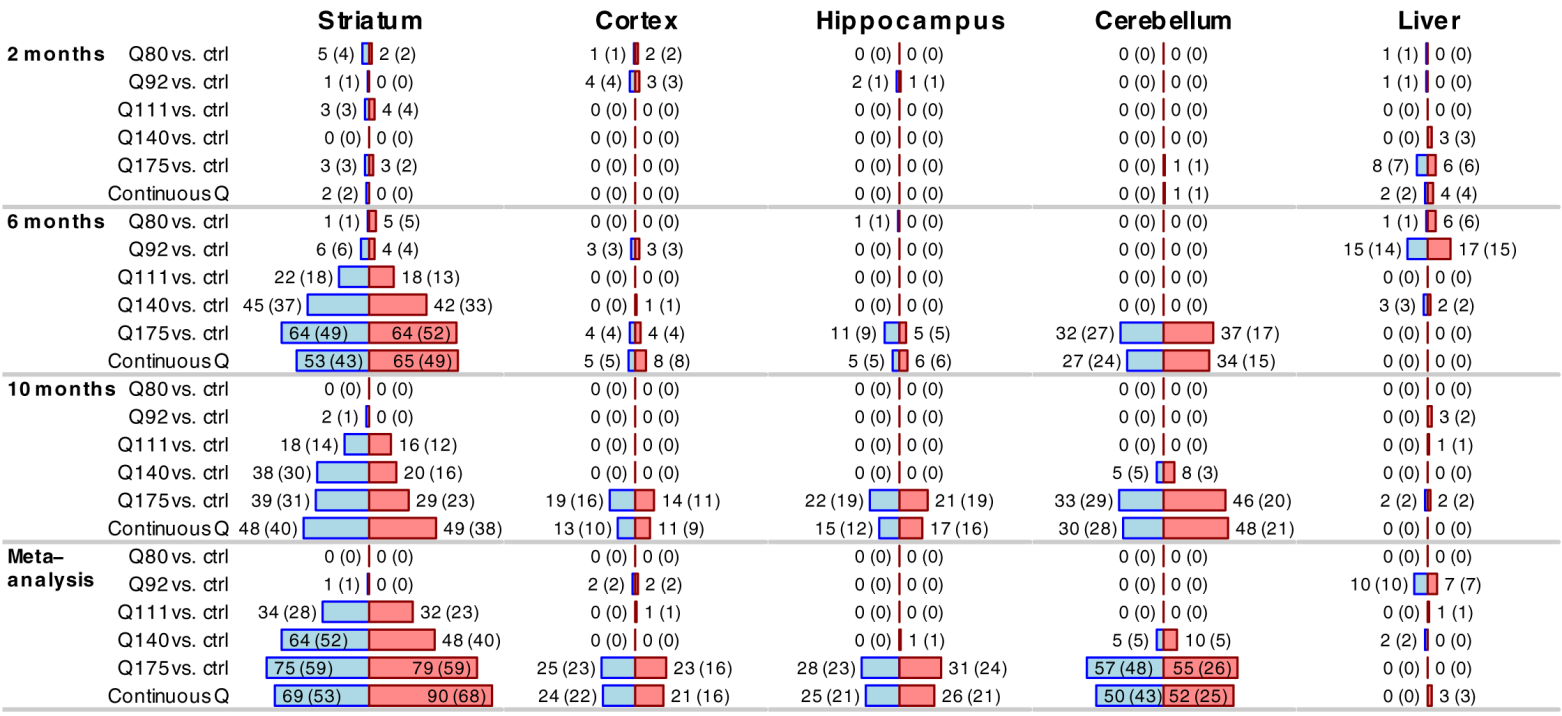
Differential expression analysis with respect to CAG length in Series 1. Bars show numbers of significantly (FDR<0.05) differentially expressed microRNAs in the 5 tissues studied in Series 1; the numbers are also shown next to each bar. The bars labeled Continuous Q represent numbers of microRNAs significantly associated with CAG length (Q) treated as a numeric variable. Numbers in parentheses represent the counts of distinct microRNA clusters in which the significant microRNAs fall into. Blue and red bars represent microRNAs significantly down- and up-regulated, respectively, with increasing CAG length (Q).

To identify the microRNAs with the strongest evidence of DE across the 6- and 10-month points, we combined the DE statistics across the two time points in each tissue using meta-analysis. In the striatum, the meta-analysis identified 159 microRNAs associated with Q as a continuous variable at the FDR<0.05 significance level. Smaller numbers have been identified in cerebellum (102), hippocampus (51) and cortex (45). 

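In the re-analysed cortex counts, 39 of 327 microRNAs passed FDR 0.05 for association with Q in the meta-analysis of 6 and 10 months, which combined the Z statistics of both ages with equal weights. Of these, 20 fell and 19 rose with increasing Q, and 88 microRNAs had an unadjusted p under 0.05. Among microRNAs that changed the same way at both ages, the 3 falling ones with the smallest meta-analysis p were Mir135b, Mir212 and Mir221, and the 3 rising ones were Mir181a-1, Mir667 and Mir3059. Mir135b lies on chromosome 1 from 132198088 to 132198184 (transcript ENSMUST00000083501). Its normalized count at 10 months was 71.7 ± 9.16 CPM (TMM-normalized counts scaled to a common library size; SD, n = 16) in the controls and 47.8 ± 3.41 CPM (SD, n = 8) in Q175 mice, and its meta-analysis Z was -6.81 (adjusted p = 3.09e-09). Mir221, on chromosome X from 19146294 to 19146388, went from 2474 ± 224 CPM (SD, n = 16) in the controls to 1911 ± 81.4 CPM (SD, n = 8) in Q175 mice at 10 months, with a meta-analysis Z of -5.79 (adjusted p = 7.79e-07). Mir181a-1, on chromosome 1 from 137966455 to 137966541, rose from 6549 ± 436 CPM (SD, n = 16) to 7778 ± 561 CPM (SD, n = 8), with a Z of 5.64 (adjusted p = 1.42e-06). The estimated counts can divide reads between near-identical copies, and whether this affects Mir181a-1 was not tested. For Mir667 the Z was 5.42 (adjusted p = 3.81e-06) and for Mir3059 it was 5.28 (adjusted p = 5.93e-06). In all 8 Q175 mice at 10 months these 5 microRNAs lay on the same side of the control median, Mir135b and Mir221 below it and the others above it. The count moved most with the 6-month WT libraries included, to 111 microRNAs, of which 24 were among the 39, and lay between 37 and 50 in the other alternatives set beforehand. With those WT libraries Mir181a-1 (Z = 0.36, adjusted p = 0.816) and Mir3059 (Z = 1.83, adjusted p = 0.146) no longer passed. Without the Q175 mice, a setting chosen after seeing the data, 4 microRNAs passed, 3 of them among the 39. Of the microRNAs named above, Mir135b alone still passed in that setting. Of the 45 microRNAs that the paper calls, 41 were tested, and 35 of these passed FDR 0.05 with the sign the paper gives. Adjusted over the paper's calls alone, 38 of the 41 passed in the same libraries that gave those calls, which is no independent check. Across the 324 microRNAs with a value in both, the meta-analysis Z correlated with the paper's at Pearson r = 0.911, where microRNAs are not independent replicates.

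**Figure D2:**
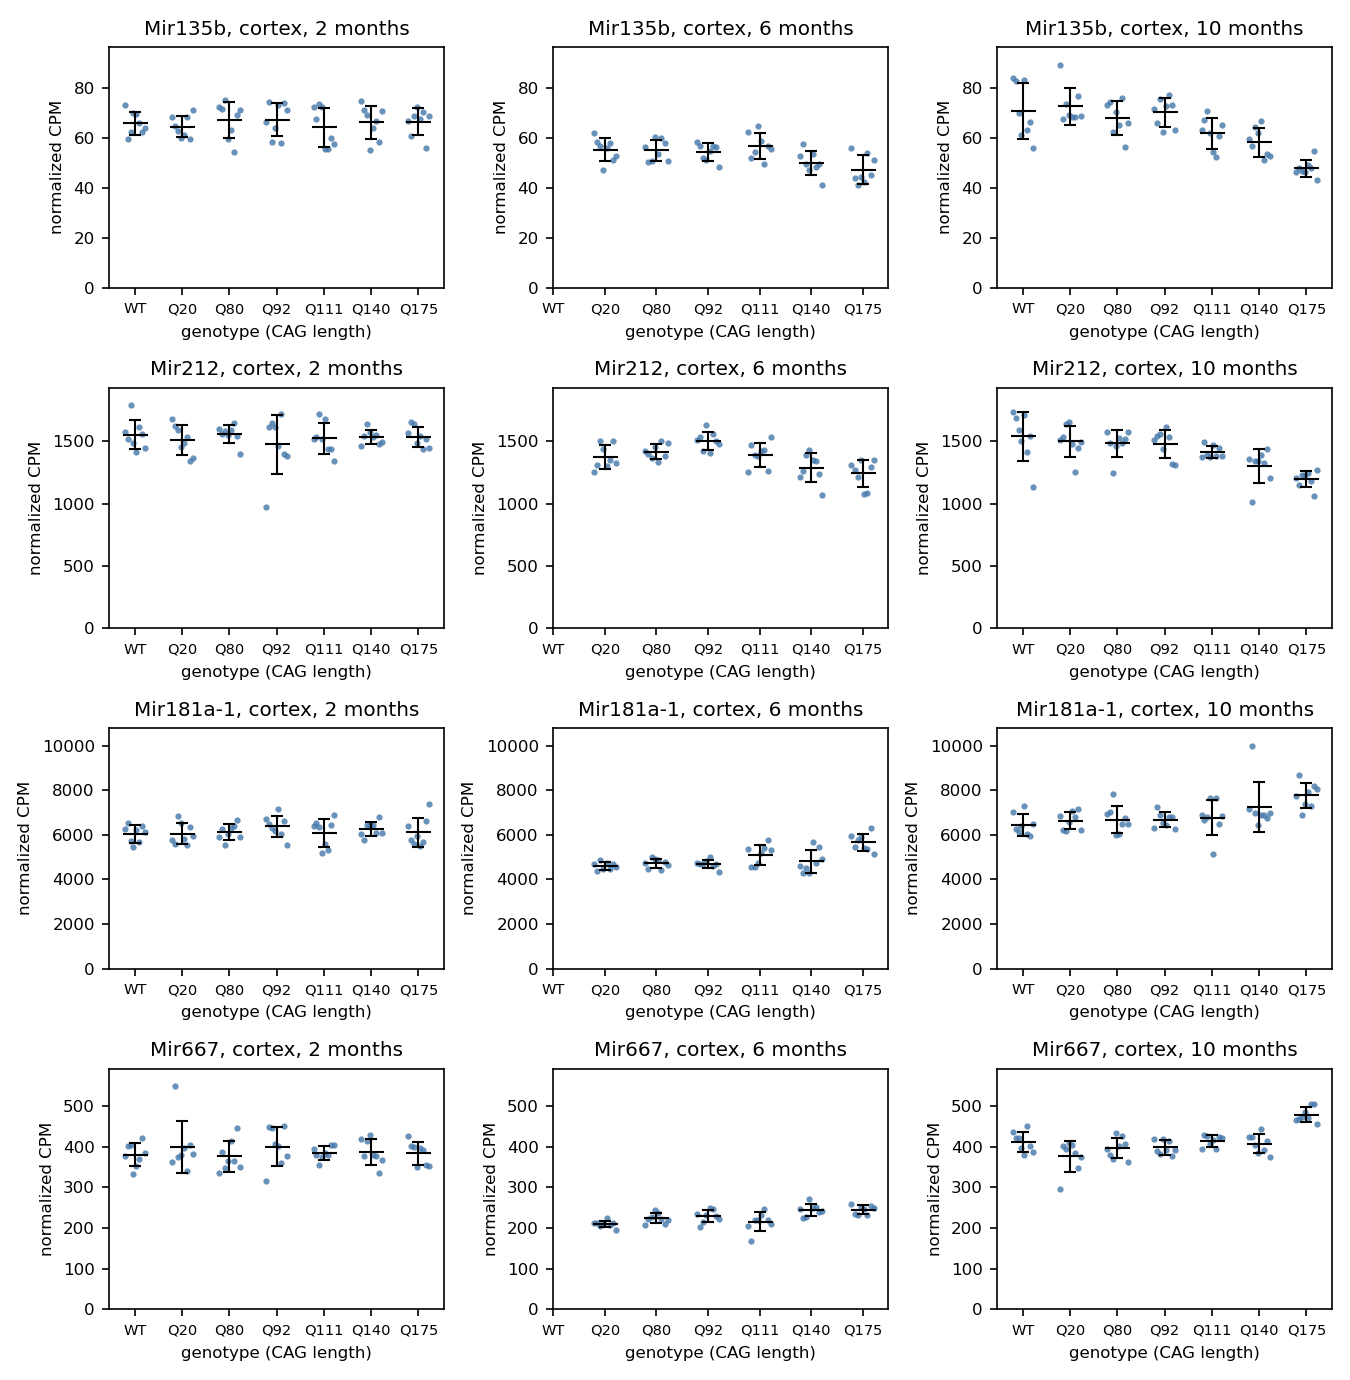
TMM-normalized CPM (vertical axes) of Mir135b, Mir212, Mir181a-1 and Mir667 by genotype at 2, 6 and 10 months. Points are single mice and bars the mean and SD of 8 mice; the 6-month WT libraries are not drawn.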

Only 3 microRNAs passed the meta-analysis FDR<0.05 threshold for association with Q in liver. These numbers are consistent with striatum being the brain region most affected by the *Htt* mutation in HD. The brain region with the second highest number of DE microRNAs is cerebellum, followed by hippocampus and cortex. Interestingly, while cerebellum is known to be relatively modestly affected in adult-onset HD, this brain region is known to be affected in Juvenile HD [17]. The microRNA transcriptional response to *Htt* knock-in mice, at least in the high CAG lengths, is very profound and consistent with the pathological findings in the patients.

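At 2 months, no cortex comparison had a microRNA past FDR 0.05, for Q80, Q92, Q111, Q140 or Q175 mice against the 16 controls. The number with an unadjusted p under 0.05 was 27 in Q80, 48 in Q92, 16 in Q111, 8 in Q140 and 19 in Q175. In Q92 mice the smallest adjusted p, 0.0511, was shared by Mir10b, Mir186 and Mir148b, which were named after their values were seen. The Q92 count was 15 with the outlier steps and test of the methods, 10 with only the outlier samples removed and 8 with DESeq2's Wald test. The Q80 count was 2 with the steps of the methods and 2 with DESeq2's Wald test.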

At 2m of age we identified a modest number of DE microRNAs across most of the tissues, but the observed differential expression of these microRNAs does not appear to be progressive with increasing CAG length. In contrast, in the 6 and 10-month striatum we found a relatively large number of DE microRNAs that increases with CAG length. The trend is especially striking in 10-month striatum, where we found no DE microRNAs in Q80, 2 DE microRNAs in Q92, 34 DE microRNAs in Q111, 58 in Q140, 68 in Q175, and 97 microRNAs were significantly associated with Q viewed as a numeric variable. The sets of DE microRNAs in striatum overlap strongly between different comparisons as well as between 6 and 10 months (S1 Fig); for example, of the 40 and 34 DE microRNAs in Q111 samples at 6 and 10 months, 18 are common (hypergeometric test P = 9×10^−13^). The overlap of DE microRNAs observed in the 2-month Q175 and 6 and 10 month Q175 is also statistically significant: of the 6 significant microRNAs in 2 month Q175, 5 are also significantly DE in 6 and 10 month Q175 samples (P = 7×10^−3^ and 3×10^−4^ with 6 and 10 month DE microRNAs, respectively).

In cerebellum, significantly DE microRNAs were only detected in Q140 (13 microRNAs at 10 months) and Q175 lines (1, 69 and 79 microRNAs at 2, 6 and 10 months, respectively) as well as in association testing with Q as a numeric variable (1, 61 and 78 microRNAs at 2, 6 and 10 months). 

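Between Q175 mice and controls in the cortex, 9 of 325 microRNAs passed FDR 0.05 at 6 months, 1 down and 8 up, where no Q175 library shared a lane with a control, and 40 of 327 at 10 months, 22 down and 18 up. Those with an unadjusted p under 0.05 numbered 51 at 6 months and 83 at 10 months. The 7 microRNAs past the threshold at both ages were Mir132, which fell, and Mir181a-1, Mir3059, Mir195a, Mir667, Mir330 and Mir210, which rose, with Mir195a and Mir210 named after their values were seen (exact hypergeometric test over 325 microRNAs, p = 7.79e-06). At 10 months the log2 fold change of Mir221 was -0.39 (standard error 0.05, adjusted p = 3.81e-06) and that of Mir181a-2 was 0.24 (standard error 0.04, adjusted p = 0.000596). In the meta-analysis of both ages 54 microRNAs passed for Q175, 22 down and 32 up. In Q140 mice 0 microRNAs passed at 6 months and 0 at 10 months, with 24 and 35 at an unadjusted p under 0.05, and the meta-analysis called 1, Mir135b (Z = -3.82, adjusted p = 0.0439). In Q111 mice 0 passed at 6 months and 0 at 10 months, with 10 and 21 at an unadjusted p under 0.05. In Q92 mice 1 microRNA passed at 6 months, Mir122 (log2 fold change 1.80, standard error 0.27, adjusted p = 0.000822), whose value followed the sequencing lane, which no Q92 library shared with a control, and 0 passed at 10 months, where 23 had an unadjusted p under 0.05. Whether the Q175 effect differs from that of the shorter CAG lengths was not tested as an interaction. The 6-month Q175 count depended on the settings: it was 21 with the steps of the methods, 3 with the RLE normalization and 0 with the 6-month WT libraries among the controls. The 10-month count moved most when all transcripts with at least 1 count were tested, to 26. In Q140 mice the count reached 5 at 6 months and 6 at 10 months with DESeq2's Wald test. In the meta-analysis of Q140 mice it lay between 0 and 7 across the alternatives, and in 6-month Q92 mice between 0 and 8. From the numbers of DE microRNAs by genotype and age, the paper concludes that differential expression in the cortex increases with age and CAG length, to a lesser degree than in the striatum.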

In cortex, most of the DE microRNAs were found in Q175 samples: 8 at 6m and 33 at 10m, with 5 microRNAs common (hypergeometric test p-value P = 6×10^−5^); only a small number of microRNAs were differentially expressed in lower CAG length samples (3 and 7 in Q80 and Q92 at 2 months, 6 in Q92 at 6 months). In hippocampus, we similarly found most DE microRNAs in Q175 samples: 16 and 43 at 6 and 10 months, respectively, 13 of which are common (hypergeometric test P = 2×10^−12^).

Liver samples show the most DE microRNAs at 6m and much fewer at 2m and 10m. In contrast to the striatum and cortex, the numbers of DE genes at 6m do not exhibit a trend of correlation with CAG length: The most robust differential expression is observed in Q92 mice (32 DE microRNAs), followed by Q80 (7 DE microRNAs), and Q140 (5 DE microRNAs). No significantly DE microRNAs were found in 6-month Q111 and Q175 samples. Finally, very few if any DE microRNAs were found in 10m liver across all genotypes.

Relatively little is known about possible brain-related functions of most of the top DE microRNAs identified in our analyses. We have carried out a GO enrichment analysis on sets of differentially expressed microRNAs but found no GO terms whose enrichment p-values are significant or at least suggestive after multiple testing correction. This could be due to the fact that only a relatively small fraction (40%) of the 480 microRNAs retained in our analysis are annotated in GO. Nevertheless, there are several individual microRNAs that have been implicated in potentially relevant pathways and processes. The top striatum hits include the downregulated *Mir212*/*Mir132* cluster whose knockout has been implicated in impaired synaptic function [18] and down-regulation in neuronal death via the PTEN/FOXO3a signaling pathway [19]. *Mir132* is required for normal dendrite maturation in newborn neurons in the adult hippocampus and may participate in other examples of CREB-mediated signaling [20]. Moreover, *Mir132* is induced by neuronal activities [21] and is implicated in regulating the function of the chromatin regulator MeCP2 [22]. The *Mir212*/*Mir132* cluster has also been implicated in regulation of aging-related processes via interaction with FOXO3 [23]. Several DE microRNAs have been implicated in the broad processes of neuron differentiation and maturation. *Mir218* is strongly downregulated in the striatum and has been implicated in establishing motor neuron fate as a downstream effector of *Isl1-Lhx3* [24]. Interestingly, expression of the *Isl1* gene increases significantly with CAG length in the same samples (Supplementary Table S1 in [14]) while *Lhx3* shows minimal expression. *Mir128* has been implicated in regulation of motor behavior by modulating neuronal signaling networks and excitability [25] and in regulating cortical lamination as well as for the development of neuronal morphology and intrinsic excitability [26].

### Validation of *Htt* CAG-length dependent microRNA response in different tissues using an independent RNA-sequencing series

To validate our results and explore effects of lower CAG lengths (i.e., Q50), we sequenced short RNA in 6- and 10-month striatum, cortex, cerebellum and liver samples from an independent set of Q20, Q50, Q92 and Q140 mice plus the WT littermates of the Q20 and Q50 lines. In this data set, referred to as Series 2, we again sequenced 8 samples (4 male and 4 female) per genotype, tissue and age. We analyzed these data using the same approach as the Series 1 data, testing differential expression between the samples with CAG length ≥50 and the controls (WT and Q20 samples), as well as testing the association between expression and Q considered as a numeric trait.

We have found a small number of microRNAs with DE between Q50 and control samples that were significant in 6-month cortex (2 microRNAs) and in 10-month cerebellum (5 microRNAs) but none of the associations were significant in the meta-analysis of 6- and 10-month samples (Fig 2 and S1 Table). 

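In Series 1 cortex, 0 microRNAs passed FDR 0.05 between Q80 mice and controls at 6 months, at 10 months or in the meta-analysis of both ages. Those with an unadjusted p under 0.05 numbered 21 of 324 at 6 months, 4 of 326 at 10 months and 12 of 322 in the meta-analysis. With all transcripts that had at least 1 count tested, 1 microRNA passed at 6 months.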

Similar observations apply also to the Q80 samples in Series 1, leading us to conclude that microRNA transcriptional changes in these two models (Q50 and Q80) are too weak to be reliably identified in our data.

**Fig 2:**
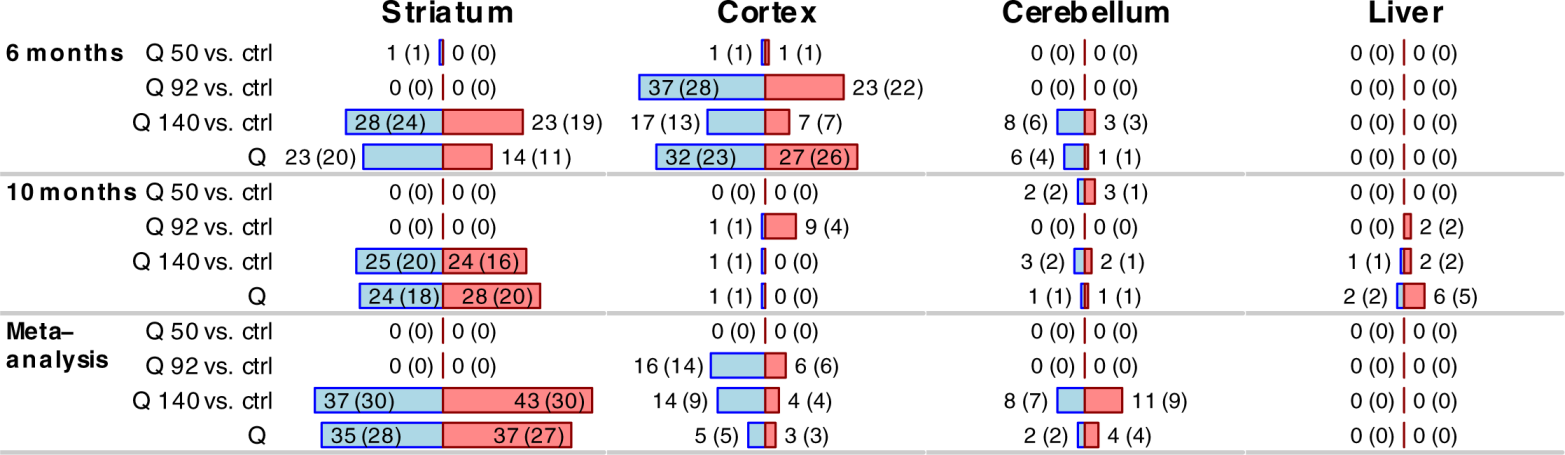
Differential expression analysis with respect to CAG length in Series 2. Bars show numbers of significantly (FDR<0.05) differentially expressed microRNAs in the 4 tissues studied in Series 2; the numbers are also shown next to each bar. Numbers in parentheses represent the counts of distinct microRNA clusters in which the significant microRNAs fall into. Blue and red bars represent microRNAs significantly down- and up-regulated, respectively, with increasing CAG length (Q).

To assess the concordance of DE between Series 1 and Series 2, we compared meta-analysis significance statistics for binary DE comparisons present in both series (Q92 and Q140) as well as continuous Q (S2 Fig). For Q92 vs. controls, we observe moderate concordance (correlation r = 0.29, permutation p-value p = 0.01, Methods) between Series 1 and Series 2 for striatum and statistically non-significant concordance in cortex, cerebellum and liver. In Q140 samples, we observe strong concordance between series 1 and 2 in striatum (r = 0.76, p = 3.7×10^−16^) and cerebellum (r = 0.53, p = 1.6×10^−7^), moderate concordance in cortex (r = 0.36, p = 0.004) and non-significant concordance in liver. For Q as a numeric variable, the concordance is strong in all 3 brain tissues (all correlation above 0.39, p<10^−5^) and moderate in liver (r = 0.28, p = 0.003).

Another way to assess concordance is to evaluate the proportion of microRNAs called significantly associated with Q (at FDR<0.05 level) in Series 1 that are also significantly associated with Q in Series 2 (S2 Table). Of the 159 microRNAs significant for Q in Series 1 striatum, 93 (or 58%) and 65 (41%) are also associated with Q in Series 2 at the levels p<0.05 and FDR<0.05, respectively. In cortex, of the 45 microRNAs significant for Q in Series 1, 14 (32%) and 3 (7%) are also associated with Q in Series 2 at p<0.05 and FDR<0.05, respectively. In cerebellum, of the 102 microRNAs significant for Q in Series 1, 28 (27%) and 2 (2%) are also associated with Q in Series 2 at p<0.05 and FDR<0.05, respectively. Heatmaps of differential expression of validated microRNAs are shown in Fig 3.

**Fig 3:**
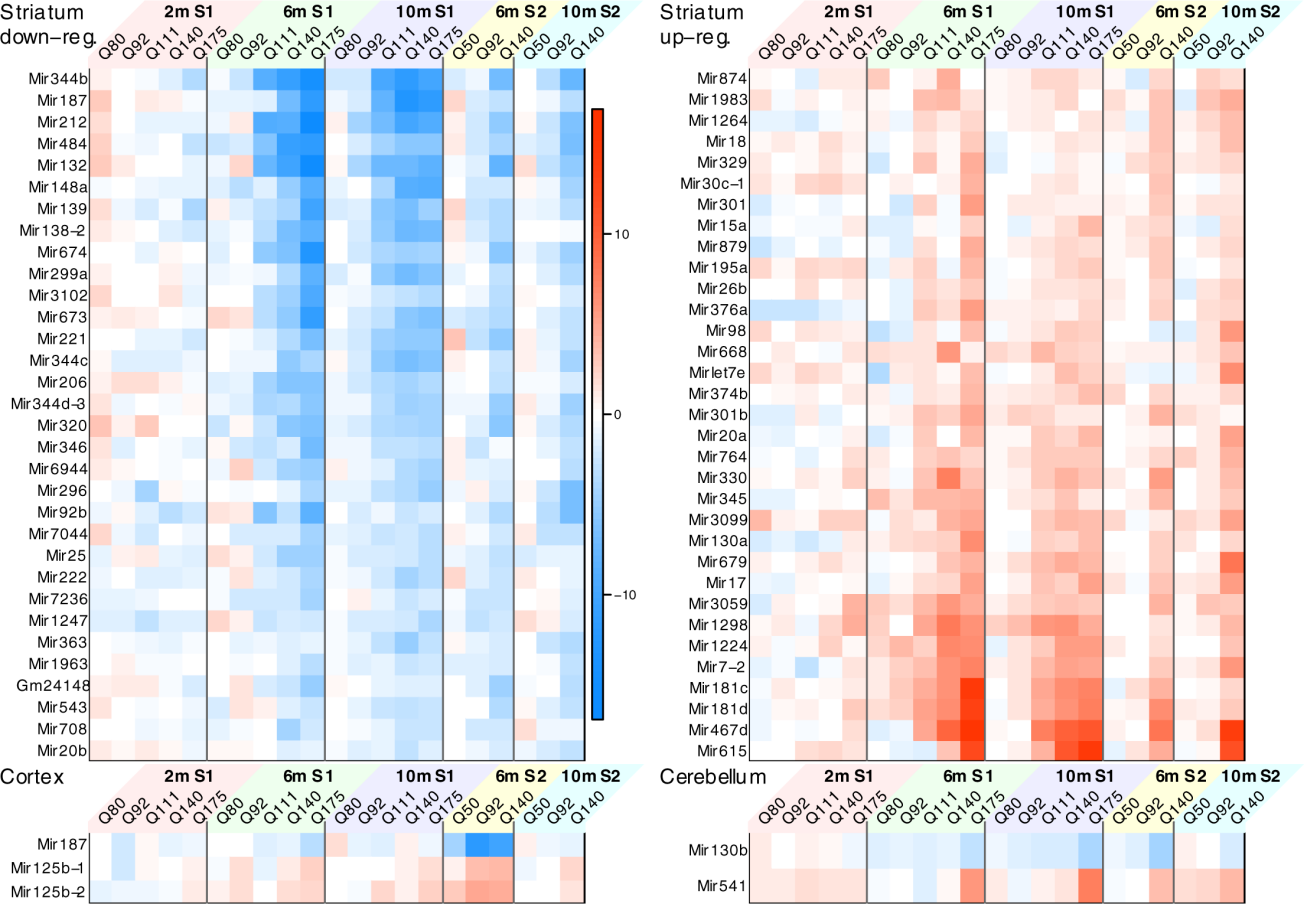
MicroRNA whose DE validates in Series 1 and Series 2. The heatmap represents differential expression Z statistics in all binary genotype comparisons for those microRNAs whose association with Q (as a numeric variable) passes the threshold FDR<0.05 in both Series 1 and Series 2. Top left and right panels show validated down- and up-regulated striatum microRNAs, respectively; bottom left and right panels show all validated microRNAs in cortex and cerebellum, respectively.

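For the 3 microRNAs in the cortex panel of Fig 3, the Series 1 cortex counts give the following values; Series 2 was not analysed here. Mir187, on chromosome 18 from 24429110 to 24429170, fell by 0.24 log2 units per 100 CAG at 6 months (standard error 0.09, adjusted p = 0.141) and had a coefficient of 0.01 at 10 months (standard error 0.10, adjusted p = 0.998). Its meta-analysis Z was -1.67 (adjusted p = 0.280), and with the steps of the methods -2.90 (adjusted p = 0.0275, from 0.0275 to 0.821 across the alternatives). Mir125b-1, on chromosome 9 from 41581926 to 41582002, had a meta-analysis Z of 2.81 (adjusted p = 0.0423, from 0.00456 to 0.196 across the alternatives, with 5 of 17 not past FDR 0.05). Mir125b-2, on chromosome 16 from 77646273 to 77646343, had a Z of 2.77 (adjusted p = 0.0474, from 0.00543 to 0.147 across the alternatives). In 5 of 17 alternatives it kept its sign but no longer passed, and in 1 its sign changed. In 6-month Q175 mice Mir125b-2 stood at 9347 ± 1270 CPM (SD, n = 8) against 7573 ± 727 CPM (SD, n = 8) in Q20 mice, above the Q20 median in all 8. With the 6-month WT libraries among the controls, the meta-analysis Z of Mir125b-2 was -2.40 and that of Mir187 was 0.35. Reads divided between near-identical copies were not tested for Mir125b-1 and Mir125b-2.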

### Cross-tissue comparisons of microRNA transcriptional response to CAG length expansion

To gain insight into global tissue similarities and differences of microRNA transcriptome response to polyQ expansion within HTT, we evaluated the concordance of differential expression among the various tissue and time point combinations. To that end, we represented each tissue by a vector of Z statistics from the analysis of association of microRNA profiles with Q as a numeric variable. Thus, *Htt* CAG length expansion has a similar effect on two tissues (or at two different time points) if their corresponding vectors of Z statistics are highly positively correlated. A heatmap of the correlations is shown in Fig 3 (the corresponding statistical significance is shown in S3 Fig) and provides several layers of information. The clustering of data sets by the similarity of the significance statistics groups together the striatum sets in a single relatively tight cluster and cerebellum data sets in another relatively tight cluster. First, the striatum in Series 1 and 2 at 6- and 10-months form a tight cluster, which is closely clustered with cortex and hippocampus data set (6 and 10 months) cluster from Series 1 and cortex 10-month from Series 2. This suggests that there is a broad overlap of cortical and striatal microRNA response to *Htt* CAG length expansion in allelic series mice. 

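For Series 1 cortex, the Z statistics for Q at 6 and 10 months correlated at Pearson r = 0.464 across 327 microRNAs. In 99 refits with the genotypes permuted among mice of the same sex and library code, this correlation averaged -0.0124 with an SD of 0.108, and the permutation p was 0.01, the smallest they can give (0.018 after Benjamini-Hochberg adjustment over 7 correlations). The Z statistics at 2 months correlated at r = 0.0508 with those at 6 months (permutation p = 0.64, adjusted p = 0.64) and at r = 0.176 with those at 10 months (permutation p = 0.12, adjusted p = 0.168). The paper's striatum meta-analysis Z, taken from its S1 Table, correlated across 324 microRNAs with the cortex Z at r = 0.06 at 2 months (permutation p = 0.39, adjusted p = 0.455), 0.356 at 6 months, 0.433 at 10 months and 0.463 for the cortex meta-analysis, each of the last 3 with a permutation p of 0.01 (adjusted p = 0.018). These correlations are across microRNAs, which are not independent replicates. The correlation between 6 and 10 months fell to 0.135 with the 6-month WT libraries included and to 0.151 without the Q175 mice, a setting chosen after seeing the data.

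**Figure D3:**
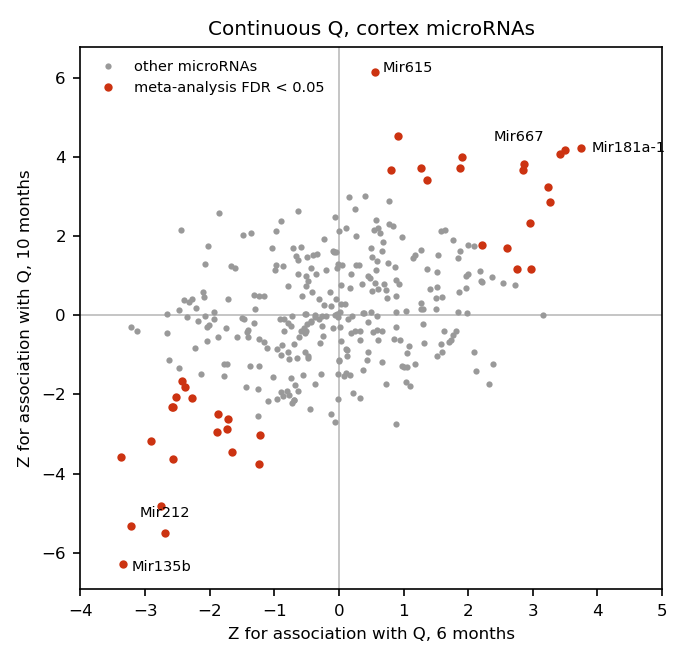
Z statistics for association with Q in cortex at 6 months (horizontal axis) and 10 months (vertical axis), 1 point per microRNA. Red points are the 39 microRNAs past FDR 0.05 in the meta-analysis.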

Interestingly, the striatum 2-month from series 1 already clustered with the broader 6- and 10-month striatum/cortex/hippocampus cluster, implying that the Q-length dependent microRNA dysregulation occurs earliest in the striatum. Second, the cerebellum from both series showed tight but distinct clusters form the striatum/cortex/hippocampus cluster, showing distinct cerebellar Q-length dependent microRNA expression. Finally, the 6- and 10-month liver data sets appear separate from all other data sets.

**Fig 4:**
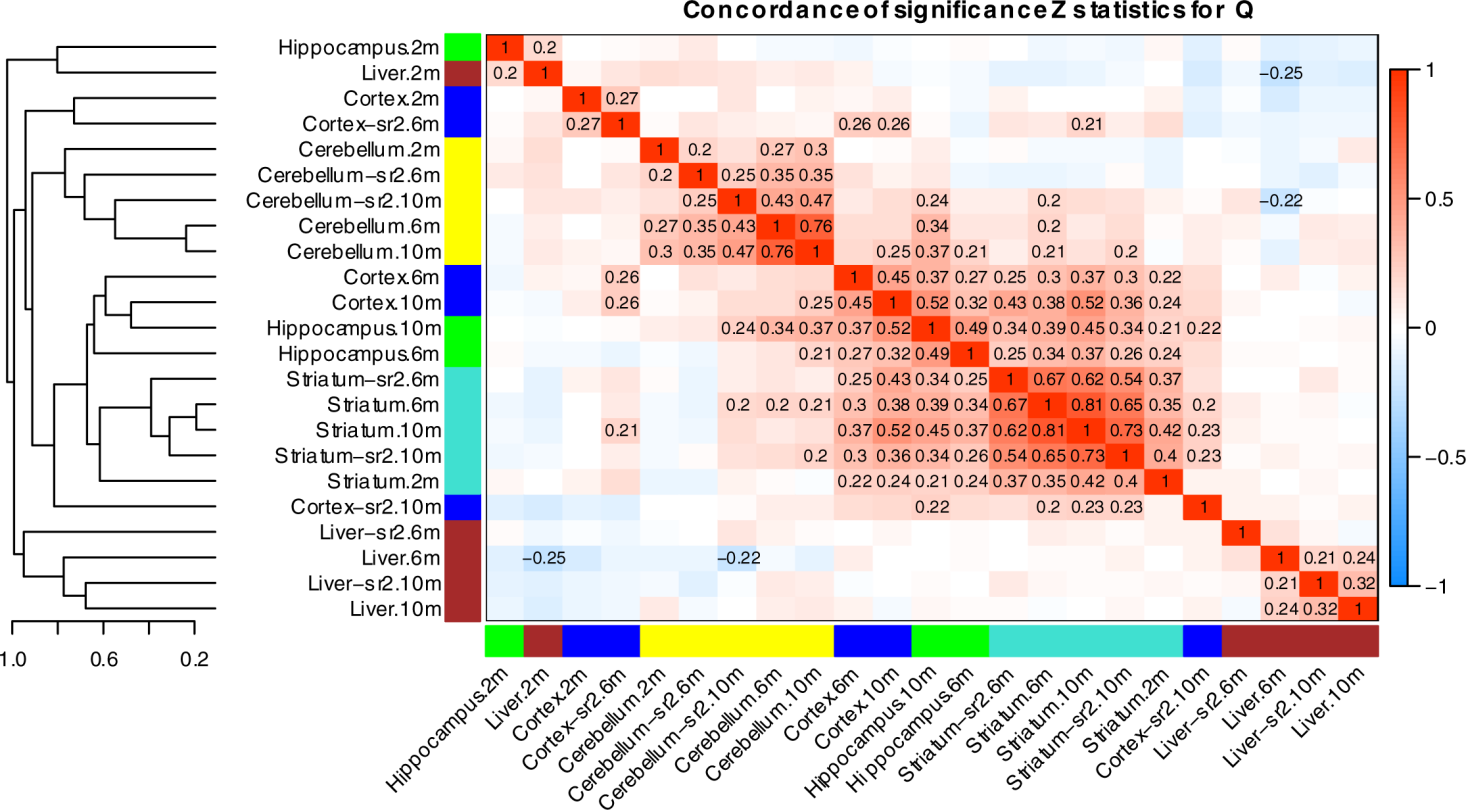
Concordance of differential expression across the 22 tissue/time point combinations. To generate this heatmap, we have arranged the miRNA significance Z statistics as a long vector in each of the 22 data sets (individual tissue, time point and series), and calculated correlations of these vectors. The correlations measure how similar the tissues are in their miRNA transcriptomic response to the CAG length mutation. Datasets are ordered by hierarchical clustering with the clustering tree shown on the left. Colors on the heatmap margins indicate tissue (turquoise, striatum; blue, cortex; green, hippocampus; yellow, cerebellum; brown, liver). Only correlations whose absolute value is above 0.20 are shown explicitly.

Consistent with the notion that microRNA responses are broadly distinct across all four brain regions, we only identified three microRNAs (*Mir484*, *Mir212*, and *Mir6944*) that are commonly dysregulated across all 4 brain regions. 

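In Series 1 cortex, Mir212 (transcript ENSMUST00000083656, chromosome 11 from 75173388 to 75173478) fell by 0.13 log2 units per 100 CAG at 6 months (standard error 0.04, adjusted p = 0.0476) and by 0.20 at 10 months (standard error 0.03, adjusted p = 8.69e-06). Its meta-analysis Z was -6.03 (adjusted p = 2.66e-07). At 10 months it stood at 1520 ± 160 CPM (SD, n = 16) in the controls, 1301 ± 134 CPM (SD, n = 8) in Q140 mice and 1196 ± 65.8 CPM (SD, n = 8) in Q175 mice. No transcript of the count table is named Mir6944, which was not analysed here.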

Using the 6- and 10-month meta-analysis statistics, we found a single microRNA, *Mir484*, that is differentially expressed (downregulated with increasing CAG length) across all 5 tissues in Series 1 and striatum in Series 2 at the p<0.05 threshold and changes in the same direction with Q across all 9 data sets (in Series 2 cortex and liver, the p-values are below 0.1 (suggestive) but above 0.2 in series 2 cerebellum). 

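In the cortex, Mir484 (chromosome 16 from 14159626 to 14159692) had a coefficient of -0.09 per 100 CAG at 6 months (standard error 0.03, adjusted p = 0.132) and -0.07 at 10 months (standard error 0.03, adjusted p = 0.190). The meta-analysis Z was -3.25 (adjusted p = 0.0136) and lay between -5.18 and -2.87 across 17 alternatives. Its normalized count at 6 months was 424 ± 35.0 CPM (SD, n = 8) in Q20 mice and 402 ± 24.4 CPM (SD, n = 8) in Q175 mice, a difference smaller than the SD between Q20 mice. Of the 8 Q175 mice, 6 lay below the control median at 6 months and 7 at 10 months.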

The non-significant results in cortex, cerebellum and liver in Series 2 may be due to the lack of Q175 samples in Series 2. Interestingly, *Mir484* has been implicated in suppressing translation of mitochondrial fission protein FIS1 and inhibited FIS1-mediated fission and apoptosis in cardiomyocytes and adrenocortical cancer cells [27]. Further studies are needed to determine whether the decreased expression of *Mir484* alters Fis1 levels in different brain regions in HD knockin mice and contributes to dysregulated mitochondrial dynamics in HD cells [28,29].

### MicroRNAs whose transcriptomic response to CAG length differs significantly between striatum, cortex and cerebellum

HD is characterized by selective neuronal vulnerability, with the striatal and deep layer cortical neurons most susceptible to degeneration; in contrast, neurons in other brain regions (e.g. cerebellum) and non-neuronal cells are relatively resistant to m*Htt*-induced cell death [2]. To examine molecular-level differences that may underlie the pathophysiological observations, we studied differential transcriptomic response to *Htt* CAG expansion among the 5 surveyed tissues. To this end, we carried out statistical testing using a model that includes interaction of tissue with CAG length. We focused particularly on differences between striatum (strongly affected by HD), cortex (affected by HD to a lesser extent than striatum), and cerebellum (largely unaffected by HD). We identified 109 microRNAs with significant evidence of different DE between striatum and cerebellum and 57 microRNAs with significant evidence of different DE between striatum and cortex (S3 and S4 Tables).

Because the strength of transcriptional response (e.g., as measured by fold changes) is, in general, strongest in striatum, many of the microRNAs that are strongly associated with CAG length in the striatum also show significant evidence for inter-tissue differences in association with Q between the striatum and other tissues. To avoid essentially duplicating the list of microRNAs with strong DE in the striatum, we further prioritized those microRNAs whose fold change with respect to Q has the opposite sign in striatum and cortex or cerebellum, and whose associations with Q in both compared tissues (striatum and cortex or striatum and cerebellum) pass a suitable significance threshold (p<0.05 or FDR<0.05).

In comparing striatum vs. cerebellum, we found 15 microRNAs with significant difference in association with Q, opposite sign of association with Q in striatum and cerebellum, and FDR<0.05 for association with Q in both tissues. These 15 microRNAs include *Mir128* (in both -1 and -2 forms) that has been implicated in regulating motor behavior by modulating neuronal signaling networks and excitability in adult neurons [30]; *Mir218*, *Mir369* and *Mir543*. The last two are part of a cluster implicated in the fine-tuning of N-cadherin expression level and in the regulation of neurogenesis and neuronal migration in the developing neocortex [31].

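In Series 1 cortex, 6 of the microRNAs that the paper compares between striatum and cortex had the following meta-analysis Z statistics for Q, and Mir208b alone passed FDR 0.05. Mir206 had a Z of 2.62 (adjusted p = 0.0626) on a mean of 1.02 counts per library. For Mir301b the Z was -2.08 (adjusted p = 0.155) and for Mir92b it was 2.41 (adjusted p = 0.0964). Mir378b had a Z of -2.57 (adjusted p = 0.0688), with coefficients of -0.12 at 6 months and -0.08 at 10 months per 100 CAG. Mir208b had a Z of -2.89 (adjusted p = 0.0339) on a mean of 7.39 counts per library, and Mir449a a Z of 2.45 (adjusted p = 0.0871). The unadjusted p was under 0.05 for all 6. The signs were the same in every alternative set beforehand. For Mir378b the sign here is the reverse of the paper's, whose cortex Z is 2.81. The striatum was not analysed here, so opposite signs between the tissues were not tested. The adjusted p of Mir208b ranged up to 0.106, and it did not pass in 4 of 16 alternatives. The others each passed in some of them: Mir378b in 4, Mir92b in 3, Mir449a in 3, Mir301b in 2 and Mir206 in 1. Mirlet7f-1 has no transcript of its name in the count table and was not analysed here.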

In comparing striatum vs. cortex, we found a single microRNA, *Mirlet7f-1*, with significant difference in association with Q, opposite sign of association with Q in striatum and cortex, and FDR<0.05 for association with Q in both tissues, and additional 6 microRNAs (*Mir206*, *Mir301b*, *Mir92b*, *Mir378b*, *Mir208b*, *Mir449a*) satisfying p<0.05 for association with Q in both tissues. *Mir92b* has been implicated in the development of intermediate cortical progenitors in embryonic mouse brain [32], pointing again to a possible connection between CAG-length dependent dysregulation and developmental processes.

### MicroRNA correlations with, and target enrichments in, gene co-expression modules highlight developmental gene modules and their putative microRNA regulators

We next evaluated possible connections between microRNA and mRNA expression levels. A comprehensive analysis of mRNA profiling from the same samples has been reported previously [14]. The mRNA analysis utilized Weighted Gene Co-expression Network Analysis (WGCNA) [33,34] to define gene co-expression modules, i.e, clusters of genes whose expression profiles are correlated. Expression profiles of genes in each cluster were summarized using a representative profile called the eigengene [35]. By relating the module eigengene to CAG length the authors of [14] found 13 striatum and 5 cortex modules whose expression is strongly CAG length-dependent.

We first evaluated the enrichment of the CAG length-dependent mRNAmodules in predicted targets of significantly differentially expressed microRNAs. Specifically, we used predictions generated by MicroRNA.org [36], microCosm [37], targetScan [38], as well as a set of experimentally verified microRNA-mRNA interactions compiled in mirTarBase [39].

We found 124 striatum and 10 cortex microRNA-module combinations showing enrichment p-values less than 0.05; 78 of the 124 striatum combinations also passed the Bonferroni-corrected p-value threshold of 0.05 (S5 Table). In general, increased microRNA expression is expected to result in decreased mRNA expression of its target [40] although not all microRNAs impact the levels of their target mRNA. Hence, we further restricted our attention to those microRNA-module combinations where the microRNA expression levels are negatively correlated with the mRNA module eigengene. Fifty-five (44%) of the 124 striatum and 9 of the 10 cortex microRNA-module combinations exhibited negative correlations (mean of 6- and 10-month correlations in Series 1 data).

The microRNA-module correlation and enrichment analysis provides several intriguing findings (Table 1 and Fig 5). The strongest negative microRNA-module correlations were observed between striatum module M39 and *Mir132* (mean correlation -0.79) and *Mir212* (mean correlation -0.75); module M39 is also strongly enriched in predicted targets of both microRNAs (p = 1×10^−7^ for targets predicted by MicroRNA.org). Other examples of strongly negatively correlated microRNA-module pairs with strong enrichment of predicted targets include *Mir132* and module M1 (correlation -0.63, enrichment p-value 2×10^−6^), *Mir181d* and module M34 (correlation -0.58, enrichment p-value 4×10^−6^), and *Mir128* and module M39 (correlation -0.58, enrichment p-value 1×10^−7^). Modules M34 and M39, as well as modules M20 and M46 that also appear in Table 1, are enriched several development-related biological functions and in cadherin and protocadherin genes. These results provide hints that the upregulation of the developmental genes observed in these knock-in mice by [14] is also reflected by the microRNA transcriptome.

**Fig 5:**
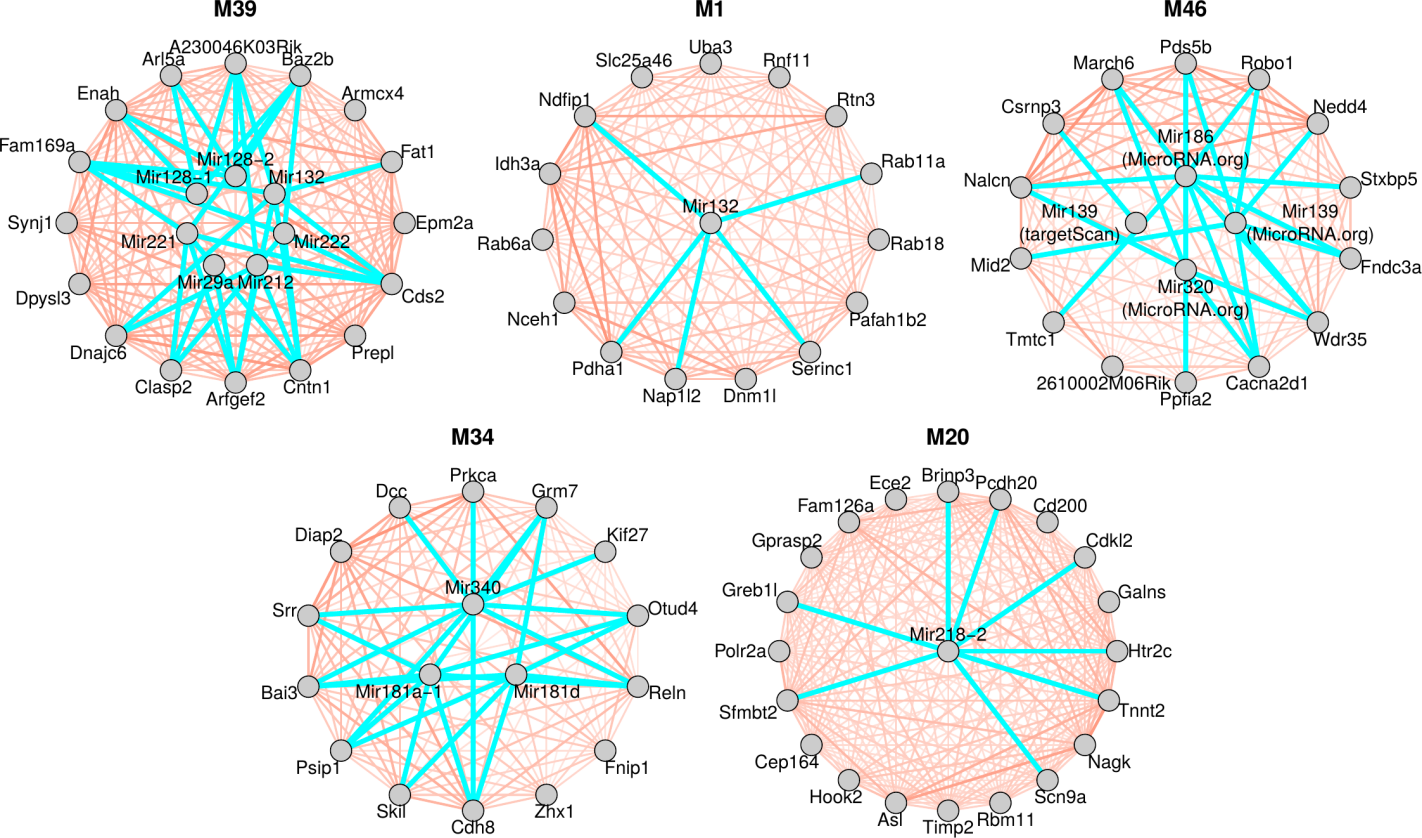
Network plots of top hub genes in CAG length-dependent modules and their putative regulator microRNAs. Each panel shows the top hub genes in one of the CAG length-dependent modules and microRNAs that are negatively correlated with the module eigengene and whose predicted targets are significantly enriched in the module. Predicted microRNA-target relationships are indicated by turquoise lines while the gene-gene co-expression relationships are indicated by red lines (thicker and wider lines indicate higher Topological Overlap). Only modules and microRNAs from Table 1 are shown whose correlations are less than -0.4; correlations of all mRNA-microRNA pairs shown in this figure are negative.

**Table 1:** MicroRNA-module pairs with strongest negative correlations and significant (FDR<0.05) enrichment of the module in predicted microRNA targets.

miRNA	mRNA module	miRNA-ME correlation^1^	Target source	Enrichment p value	Enrichment FDR
*Mir132*	39	-0.79	MicroRNA.org	9.6E-08	2.8E-06
*Mir212*	39	-0.75	MicroRNA.org	9.8E-08	2.9E-06
*Mir132*	1	-0.63	MicroRNA.org	2.2E-06	4.0E-05
*Mir181d*	34	-0.58	MicroRNA.org	4.1E-06	6.8E-05
*Mir128-2*	39	-0.58	MicroRNA.org	1.3E-07	3.6E-06
*Mir128-1*	39	-0.54	MicroRNA.org	1.3E-07	3.6E-06
*Mir221*	39	-0.51	MicroRNA.org	6.7E-07	1.4E-05
*Mir218-2*	20	-0.49	MicroRNA.org	1.7E-04	1.7E-03
*Mir29a*	39	-0.47	MicroRNA.org	3.2E-07	7.6E-06
*Mir181a-1*	34	-0.46	MicroRNA.org	1.9E-06	3.5E-05
*Mir186*	46	-0.46	MicroRNA.org	7.2E-10	4.5E-08
*Mir320*	46	-0.43	MicroRNA.org	3.4E-07	8.1E-06
*Mir222*	39	-0.43	MicroRNA.org	5.7E-08	1.8E-06
*Mir139*	46	-0.43	MicroRNA.org	3.0E-09	1.5E-07
*Mir139*	46	-0.43	targetScan	8.7E-04	4.8E-02
*Mir340*	34	-0.42	MicroRNA.org	8.7E-07	1.8E-05
*Mir203*	25	-0.39	MicroRNA.org	1.2E-03	8.7E-03
*Mir543*	1	-0.38	MicroRNA.org	5.1E-06	8.3E-05
*Mir186*	39	-0.38	MicroRNA.org	1.0E-11	1.3E-09
*Mir363*	39	-0.37	MicroRNA.org	1.4E-06	2.7E-05

^1^Correlation of the microRNA with the module eigengene (ME) which is a representative expression profile of the mRNA module.

### Relationship to prior microRNA studies

MicroRNA expression in HD has received relatively little attention from high-throughput studies to date. A previous study has examined microRNA expression in Brodmann Area 9 of the cortex in post-mortem brains from HD patients, pre-symptomatic carriers and controls [12]. Although this study is not directly comparable to ours, we have examined the concordance of association with CAG length in the cortex in our study and differential expression between HD patients and controls reported by [12].

Overall, we find a weak but significant correlation of significance Z statistics between the 10-month cortex and the human BA9 data (r = 0.26, p = 0.02 in Series 1 and r = 0.34, p = 0.003 in Series 2; S4 Fig). Correlations of 6-month cortex Z statistics were not significant. We found 8 microRNAs (*Mir615*, *Mir135b*, *Mir212*, *Mir132*, *Mir20a*, *Mir708*, *Mir99a*, *Mir138-2*) that are significantly (FDR<0.05) associated with CAG length in the meta-analysis of Series 1 6 and 10-month data and pass the p-value threshold of 0.05 in the human BA9 data. 

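In Series 1 cortex, 7 of these microRNAs passed FDR 0.05 for Q in the meta-analysis of 6 and 10 months. Mir135b, Mir212, Mir132 and Mir708 fell and Mir615, Mir20a and Mir99a rose with increasing Q. Mir20a had a coefficient of 0.16 per 100 CAG at 6 months (standard error 0.05, adjusted p = 0.0476) and 0.12 at 10 months (standard error 0.04, adjusted p = 0.0474). The meta-analysis Z was 4.34 for Mir20a (adjusted p = 0.000335), -2.97 for Mir708 (adjusted p = 0.0274, up to 0.084 across the alternatives set beforehand) and 3.03 for Mir99a (adjusted p = 0.0239, up to 0.39). Mir708 did not pass in 4 of these 17 alternatives, and Mir99a did not in 2 and changed sign in 1. Mir138-2 had a Z of -1.66 (adjusted p = 0.285, from 0.139 to 0.645 across the alternatives). With the 6-month WT libraries among the controls the sign of Mir99a and that of Mir138-2 changed, with a Z of -1.16 and 0.95. Of the 26 microRNAs named by the paper for the cortex and tested, 18 passed FDR 0.05 over all microRNAs and 23 when adjusted over the list alone. The paper named many of them for their association with Q in these same libraries, so the list is no independent check. The human data were not analysed here.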

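Mir615 (transcript ENSMUST00000102056, chromosome 15 from 103014910 to 103015001) had a mean of 4.94 counts per cortex library. At 10 months its normalized count was 3.92 ± 1.42 CPM (SD, n = 8) in Q175 mice and 0.815 ± 0.439 CPM (SD, n = 16) in the controls, and it was 1.03 ± 0.165 CPM (SD, n = 8) in Q140 mice. All 8 Q175 mice lay above the control median, with between 10 and 28 counts each against 1 to 9 in the controls. The log2 fold change of Q175 against controls was 2.21 (standard error 0.25, adjusted p = 6.49e-07). At 6 months the coefficient for Q was 0.11 per 100 CAG (standard error 0.19, adjusted p = 0.835) and at 10 months 1.31 (standard error 0.18, adjusted p = 1.26e-07), and the meta-analysis Z was 4.74 (adjusted p = 7.68e-05). Without the Q175 mice, a setting chosen after seeing the data, the meta-analysis Z was 0.51 (adjusted p = 0.93).

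**Figure D4:**
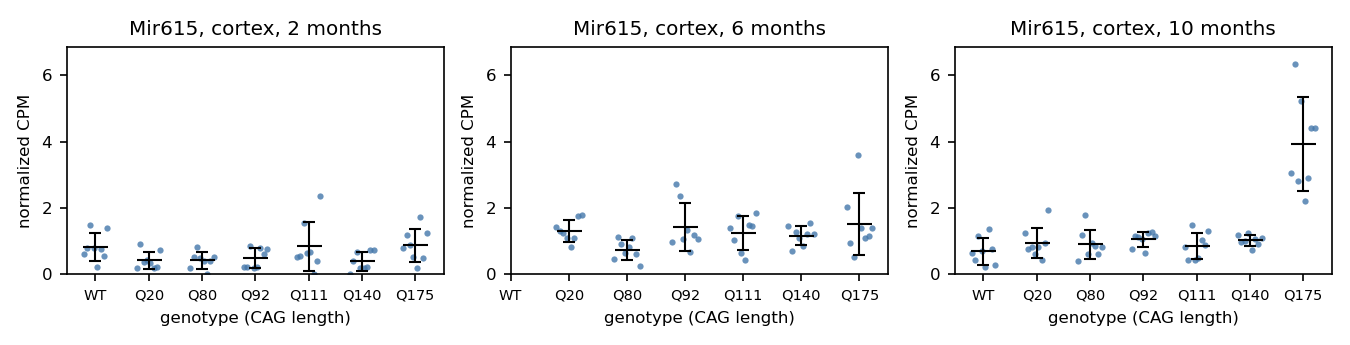
TMM-normalized CPM of Mir615 (vertical axes) by genotype at 2, 6 and 10 months. Points are single mice and bars the mean and SD of 8 mice; the 6-month WT libraries are not drawn.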

A single microRNA, *Mir615*, passes FDR<0.05 threshold in both human and mouse data. 

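Mir10b (chromosome 2 from 74726070 to 74726137) had a coefficient in cortex of -0.14 per 100 CAG at 6 months (standard error 0.07, adjusted p = 0.272) and 0.30 at 10 months (standard error 0.11, adjusted p = 0.0944). Neither passed FDR 0.05, and the meta-analysis Z was 0.51 (adjusted p = 0.801). The normalized count at 10 months was 169 ± 58.3 CPM (SD, n = 16) in the controls, 241 ± 59.6 CPM (SD, n = 8) in Q140 mice and 223 ± 75.7 CPM (SD, n = 8) in Q175 mice. At 6 months it was 230 ± 33.7 CPM (SD, n = 8) in Q20 mice and 209 ± 37.6 CPM (SD, n = 8) in Q175 mice. The Z at 6 months was negative in every alternative, from -5.64 to -1.19, and the Z at 10 months positive, from 1.64 to 2.64.

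**Figure D5:**
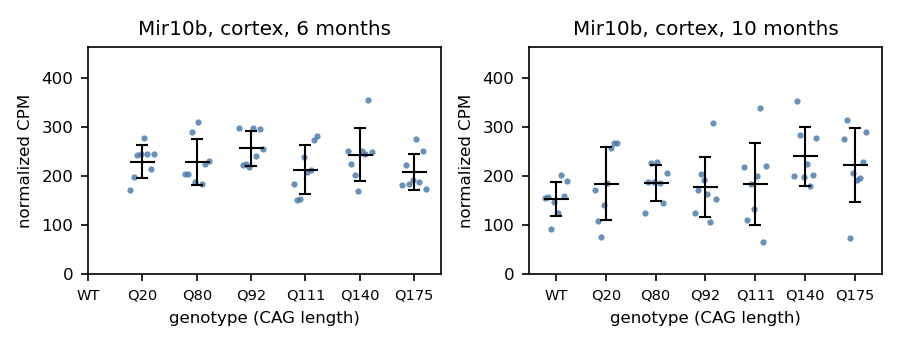
TMM-normalized CPM of Mir10b (vertical axes) by genotype at 6 and 10 months. Points are single mice and bars the mean and SD of 8 mice; the 6-month WT libraries are not drawn.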

Hoss et al highlighted *Mir10b* in particular; this microRNA has increased expression with CAG length in 10-month data, concordant with the human results, but moves in the opposite direction in both 6-month data sets (S4 Fig).

Several other, smaller studies [9–11] have been published but their low sample sizes make direct comparisons with our data difficult. Such convergence of microRNA dysregulation in both HD mouse and patient brains could help to prioritize the study of this short list of microRNAs in HD pathogenesis.

## Discussion

While the transcriptome of messenger RNA has been extensively studied in both HD patients and in model organisms, comparatively little is known about the microRNA transcriptome in HD. This study is the first to extensively elucidate *Htt* CAG length-dependent changes in microRNA expression in the brain regions differentially vulnerable to HD. Our analyses of 4 brain regions–striatum, cortex, hippocampus and cerebellum–revealed CAG length-dependent microRNA expression changes, with a large number (159) of microRNAs progressively altered in striatum and smaller numbers in cerebellum (102), hippocampus (51) and cortex (45). In contrast, this progressive CAG length-dependent microRNA dysregulation was not observed in liver. Interestingly, the number of dysregulated microRNAs in cerebellum is about twice that in cortex and hippocampus, despite that fact that cerebellum is relatively unaffected by HD. This fact may reflect a robust transcriptional response that protects cerebellum from the deleterious effects of the CAG length expansion.

Clustering of tissues and time points by similarity of DE (Fig 4) also suggests that the transcriptional response in cerebellum is distinct from the other 3 brain regions. Because large numbers of significant associations in cerebellum were observed only in the highest Q length (Q175), we also cannot fully exclude the possibility that the cerebellum dysregulation is unique to long Q lengths, rather than being progressive with CAG length. However, fold changes in lower CAG lengths, especially in Q140 but to a lesser extent also in Q111 and Q92, are moderately correlated with fold changes in higher CAG lengths across time points and series (S5 Fig), supporting the progressivity of at least some of the transcriptional effects of CAG length expansion. We identified microRNAs whose transcriptional response to the CAG length expansion varies significantly among the 4 brain regions because these microRNAs may be involved in the differential sensitivity to CAG length expansion. We have specifically focused on those microRNAs whose differential expression in cerebellum, cortex or hippocampus is also significant and in the opposite direction relative to striatum. This analysis identified far more microRNAs in cerebellum (31) than in cortex (7) or hippocampus (3). This is another line of evidence that cerebellum exhibits a very specific transcriptional response to CAG length expansion.

Although a systematic enrichment analysis of the groups of microRNAs identified in the various analyses in GO terms has not revealed significant findings, individual microRNAs identified across our multiple analyses (differential expression, microRNA-module enrichment, differences in association with CAG length) provide several intriguing hints about mechanisms possibly involved in HD pathogenesis. The *Mir132*/*Mir212* cluster has been implicated in neuronal survival and shows strongest down-regulation in the striatum, followed by cerebellum and cortex. 

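For the cortex, Mir132 (chromosome 11 from 75173682 to 75173747) had a coefficient of -0.14 per 100 CAG at 6 months (standard error 0.05, adjusted p = 0.109) and -0.17 at 10 months (standard error 0.03, adjusted p = 9.53e-05), with a meta-analysis Z of -5.35 (adjusted p = 4.78e-06). Its normalized count at 10 months was 7639 ± 800 CPM (SD, n = 16) in the controls and 6011 ± 429 CPM (SD, n = 8) in Q175 mice. Every Q175 mouse lay below the control median at both ages.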

Several microRNAs (*Mir128*, *Mir181d*, *Mir92b*) have been implicated in regulation of neuronal development and differentiation; several of the top mRNA modules enriched in targets of the microRNAs are also enriched in developmental genes. A unique feature of the microRNA expression data presented here is that mRNA expression has also been profiled in the same animals [14]. This allowed us to identify microRNA-gene module pairs that are negatively correlated and the gene module is enriched in predicted targets of the microRNA, providing another layer of information about possible targets of dysregulated microRNAs (Table 1, Fig 5). Interestingly, top mRNA modules (M34, M39, M46, and M20) with strongest negative microRNA-module correlations and enrichment in microRNA targets are also enriched in developmental genes (e.g., cadherins and protocadherins). Our results suggest that CAG length-dependent dysregulation of microRNAs regulating gene expression during development could be causing (at least partially) the dysregulation of developmental gene expression. Future mechanistic studies will be necessary to test this hypothesis further.

Our comparison of microRNA changes in HD mouse model and patients helped to identify four microRNAs that are dysregulated in a similar manner. Together, such integrative systems level analyses will facilitate the prioritization and functional validation of microRNAs for their causal roles in HD pathogenesis.

We carried out the sequencing in two separate series of knock-in mice. Although the two designs are not identical and the lack of Q175 samples in the second series makes the significance of association with CAG length weaker, the second series nevertheless provides a useful tool for assessing validation, as well as allowing us to study a relatively short CAG length (Q50). Differential expression in higher Q samples (Q140) is robustly preserved in striatum and to a lesser degree in cerebellum and cortex. Differential expression in lower CAG lengths (specifically, Q92) is moderately preserved in the striatum, while the lack of concordance in cortex, cerebellum and liver indicates that lower CAG lengths have a much weaker effect in these tissues.

Our study also has several important limitations. Our validation data, although from different animals, come from the same mouse lines as the discovery data, and both data sets were generated using the same technology. Our study focused on surveying the small RNA transcriptome only; although we found intriguing hints of possible functional impact of the observed microRNA expression dysregulation, future detailed studies will be necessary to more clearly delineate and validate such functional effects.

In summary, our study provides an unbiased transcriptional characterization of the impact of CAG repeat expansion in endogenous murine *Htt* in vivo, and identifies microRNAs that are dysregulated in a CAG length- and age-dependent manner in specific brain regions. Our findings are available online in the HD resource HDinHD and should facilitate the future mechanistic understanding the role of microRNA in HD pathogenesis and therapeutics.

## Materials and methods

### Animal breeding and husbandry

The genotype lines as well as breeding of animals has been described in [13,14]. Briefly, this study utilized 7 heterozygous (HET) *Htt* KI lines expressing CAG repeats of 20 (*Htt*^tm2Mem^), 50 (*Htt*^tm3Mem^), 80 (*Htt*^tm1.1Pfs^), 92 (*Htt*^tm4Mem^), 111 (*Htt*^tm5Mem^) [41], 140 (*Htt*^tm1Mfc^) [42], and 175 (obtained by spontaneous CAG expansion in the Q140 model) [43]. For each one of the 7 lines, male HET mice were crossed with C57BL/6J female mice. Experimental animals were selected according to the following guidelines: No more than 1 animal per sex per genotype was selected from each litter. Animals originated from litters that could contribute to the experimental group with 4 animals were preferred over litters contributing 3, which in turn were preferred over litter contributing 2 animals. Body weight cut off: experimental animals had to weigh more than 11 g (females) and more than 13 g (males) by 5 weeks of age (the re-housing week).

Final experimental cages housed 8–10 animals in rat Opticages (Animal Care Systems, Inc.), about half HET and half WT, same sex, and originating from 10 different litters. Mice were fed 5001 rodent diet (Harlan-Teklad). On the week of arrival, one tail snip was collected for genotype confirmation, and electronic transponders (Data Mars) were implanted. One week after arrival, mice were handled twice for about 1 minute each. The first cage change was scheduled around 10 days following arrival to minimize disturbance of the cages that could trigger fighting.

The cages were maintained on a 12:12 light/dark cycle, with white light during the day and red light during the night, maintaining a low subjective light level for the subjects during the night period. While inside the cage, water was only available from within the IntelliCage corners, while food was freely available on the cage floor at all times.

### Ethics statement

This study was carried out in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals, NRC (2010). The protocols were approved by the Institutional Animal Care and Use Committee of PsychoGenics, Inc., an AAALAC International accredited institution (Unit #001213).

### Tissue selection

Striatum, cortex, hippocampus, cerebellum, and liver were selected for full profiling in Series 1. Specifically, at each of 3 time points (2, 6, 10 months), four female and four male heterozygous mice from each of 6 CAG repeat lengths (Q20, Q80, Q92, Q111, Q140 and Q175) were profiled, resulting in 48 samples from each tissue and each time point. 

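In the cortex, 0 microRNAs differed between WT and Q20 mice at FDR 0.05 at 2 months and 0 at 10 months, and the number with an unadjusted p under 0.05 was 14 of 326 at 2 months and 12 of 325 at 10 months. A further 8 cortex libraries, 4 from female and 4 from male mice, carry the labels of 6-month WT mice. They were used in 1 alternative and left out of every other comparison with CAG length. Their counts differed from those of the 6-month Q20 mice for 177 of 322 microRNAs, 83 lower and 94 higher in WT. The smallest p belonged to Mir125b-2, whose normalized count was 22990 ± 3510 CPM (SD, n = 8) in these libraries (log2 fold change against Q20 1.63, adjusted p = 1.02e-09).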

Additional samples from wild type littermates from the Q20 line were profiled as well (striatum, hippocampus and cerebellum at all 3 ages, cortex and liver at 2 and 10m only). For Series 2, 6- and 10-month striatum, cortex, cerebellum and liver were profiled. Profiled CAG lengths included 20, 50, 92 and 140, in addition to wild type littermates of the Q20 and Q50 mice. As in Series 1, 4 female and 4 male animals were profiled from each group.

Tissue specimens were removed, flash frozen on dry ice, and RNA was harvested using the Qiagen miRNeasy kit. RNA quality and integrity were monitored via Agilent Bioanalyzer. A minimum of 3.75 μg of total RNA were used to collect enriched RNA subfractions for library construction. Libraries were sequenced on an Illumina HiSeq2000 sequencer using strand-specific, single end, 36-mer sequencing protocols to a minimum read depth of 5 million reads per sample. Clipped reads were aligned to mouse genome mm10 using the STAR aligner [44] using default settings. Read counts for individual genes were obtained using HTSeq [45].

### Data availability

All of our transcription data are available at Gene Expression Omnibus (Series 1 striatum: GSE65773; cortex: GSE65769, hippocampus: GSE73507, cerebellum: GSE73505, liver: GSE65771; Series 2 striatum: GSE78793, cortex: GSE78791, liver: GSE78792, cerebellum: GSE78790) and our online tool, HDinHD (www.HDinHD.org).

### Removal of potential outliers in expression data

Although differential analysis testing was carried out using the raw counts, for outlier removal we transformed the raw counts using variance stabilization. 

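For the cortex, these sample networks were built from the deposited counts of the 160 libraries in the paper's comparisons. The standardized connectivity Z.k fell below -5 in 3 libraries at 2 months (Q20 M2, -5.76; Q111 F3, -5.67; Q92 F1, -5.39) and 3 at 10 months (Q111 M1, -7.12; Q140 F2, -7.11; Q20 M2, -6.61), and in 0 at 6 months. The methods replace single outlying counts after such samples are removed. Applied here to all libraries, the 6 below -5 included, their replacement rule changed 1.01% of the values at 2 months, 1.01% at 6 months and 1.15% at 10 months. The comparisons of cortex mice kept all libraries and counts as deposited. Of the 6 libraries only the 3 from 10 months enter the meta-analysis. With them removed, 49 microRNAs passed FDR 0.05 for Q in the meta-analysis, among them all 39 found with every library kept.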

Within each tissue and time point we constructed Euclidean distance sample networks [46] and removed samples whose standardized inter-sample connectivity Z.k was below the threshold of -5. In this step we used robust standardization, i.e., subtracting the median and dividing by the (asymptotically consistent) median absolute deviation.

Initial differential expression testing indicated that despite removal of suspected outlier samples, measurements of individual microRNAs still contained apparent outliers (different samples appeared to be outliers for different microRNAs). Because removing all such outliers would lead to sample sizes that are too small, and since at the time of this analysis DESeq2 did not provide facilities to weigh individual samples, we have replaced suspected individual outliers as follows. First, for each microRNA (observation) and each tissue/time combination, we calculate Tukey bi-square-like weight coefficients λ based on the variance-stabilized transformation of the raw counts. Specifically, for each observation *x*, the coefficients are calculated as

$$\lambda ={\left(1-u^{2}\right)}^{2},$$

where *u* = min(1,|*x*−*m*|/(9*MAD*)), and *m* and *MAD* are median and median absolute deviation of the observations (one microRNA in one tissue and at one time point). These coefficients are used as weights when calculating the robust bi-weight midcorrelation [47]; the coefficients are near 1 for observations near the median, decrease as observations deviate more from the median, and are zero when the deviation is higher than 9 median absolute deviations (medians of the absolute deviations |*x*−*m*|). For each microRNA and tissue/time combinations, *MAD* is adjusted such that (1) 10^th^ percentile of the coefficients λ is at least 0.1 (that is, the proportion of observations with coefficients <0.1 is less than 10%) and (2) for each individual CAG length, 40^th^ percentile of the coefficients λ is at least 0.9 (that is, at least 40% of the observation have a high coefficient of at least 0.9). Finally, observations *x* with coefficients *λ*<0.5 are replaced by a weighted average of the original observation and the average $\bar{x}$ of all non-outlier observations (i.e., observations with *λ*≥0.5),

$$x^{replaced}=\left[\frac{(0.5-\lambda )\bar{x}+\lambda x}{0.5}\right],$$

where the square brackets indicate rounding to the nearest integer. Thus, mild outliers (0<*λ*<0.5) are replaced by a weighted average that weighs the average $\bar{x}$ of all non-outlier observations more as the outlier becomes more extreme, and the extreme outliers (*λ* = 0) are replaced completely by the average $\bar{x}$. This approach is similar in spirit to the outlier replacement implemented in DESeq2; our method has the advantage of explicitly preserving at least a few observations at each CAG length as non-outliers.

### Differential expression and association testing

Starting from the outlier-replace counts, we have used standard differential analysis and association testing via negative-binomial general linear models implemented in R package DESeq2 [48], with CAG length (Q) as a variable of interest and gender and batch as covariates. For testing with binary outcomes (e.g., Q140 vs. controls) we used Q20 and WT samples as controls. For analysis of association with CAG length as a numeric variable, we have used CAG length Q = 7 for the WT controls.

Differential expression analysis for binary genotype comparisons and association analysis for Q treated as a numeric variable are performed in DESeq2 using the same type of moderated negative binomial generalized linear models (GLMs). For DE analysis, the genotype is a binary variable while for association analysis, CAG length is treated as a numeric (continuous) variable. In DE analysis the resulting GLM coefficient is interpreted as log_2_ fold change, while for association analysis the coefficient represents thelog_2_ fold change per unit CAG length. MicroRNAs for which the coefficient is significantly (after Benjamini-Hochberg False Discovery Rate, FDR, correction) non-zero are considered significantly differentially expressed or associated with the relevant genotype comparison.

We have used the Wald test and disabled independent filtering and outlier replacement in DESeq2. We have run differential expression tests in each tissue and time point separately and combined results across the 6- and 10-month time points using meta-analysis. Resulting p-values were corrected for multiple comparisons using the Benjamini-Hochberg FDR method [49].

Since we have observed very few significant associations at 2 months, for testing of tissue-CAG length interactions we have combined the 6- and 10-month data and added age as a covariate. To determine significance, we have used the likelihood ratio test (LRT) where the full and reduced models differ by the addition of a CAG length–tissue interaction term.

### Meta-analysis

Since the DE and association statistics show strong concordance between 6 and 10 month data, we pool association statistics across the 2 time points (data sets) in each tissue using meta-analysis. A simple, yet powerful meta-analysis method relies on combining the Z statistics from individual data sets [50,51]. Specifically, for each microRNA *i* and data set *a*, one obtains a Z statistic *Z*_*ia*_, for example, by the inverse normal transformation of the p-value. Next, a meta-analysis *Z*_i_ statistic for microRNA *i* is calculated as

$$Z_{i}=\frac{1}{\sqrt{N_{sets}}}\overset{N_{sets}}{\underset{a=1}{\sum }}Z_{ia}$$

Here *N*_*sets*_ *=* 2 and the index *a* runs over the 6 and 10-month data sets for a given tissue. The meta-analysis statistic *Z*_*i*_ is approximately normally distributed with mean 0 and variance 1; the corresponding p-value is then calculated using the normal distribution.

### Permutation tests of significance

When correlating two vectors of microRNA significance statistics (e.g., for studying concordance of differential expression), the standard correlation p-value is biased in the anti-conservative direction (inflated significance). This occurs because the individual microRNAs are not all independent, violating the assumption of independence that underlies the calculation of standard correlation p-value. To arrive at realistic p-values for concordance of DE, we repeated each DE calculation 200 times with randomly permuted genotype values. For each observed DE correlation *r*, we then calculated the corresponding 200 correlations *r*_*i*_, *i* = 1,2,…,200 of significance statistics from permuted DE test as well as their mean ${\bar{r}}_{perm}$ and standard deviation *s*_*perm*_. An approximate, semi-parametric p-value can then be obtained by calculating the permutation Z statistic

$$Z_{perm}=\frac{r-{\bar{r}}_{perm}}{s_{perm}},$$

and calculating the corresponding two-sided p-value using the normal distribution function. We emphasize that the p-values obtained in this manner are approximate but are expected to be much closer to unbiased than the naïve Student correlation p-values.

### MicroRNA clusters

MicroRNA clusters are small groups of microRNAs whose genomic locations are very close and that often share a common regulatory mechanism and expression pattern [52]. To facilitate the interpretation of our results in terms of clusters, we have defined microRNA clusters as groups of microRNAs whose genomic positions are at most 200kb apart. We report the microRNA cluster membership information in our comprehensive result tables (S1, S2 and S4 Tables), and Figs 1 and 2 contain not only the numbers of significant microRNAs but also the number of distinct clusters represented by the microRNAs.

## Supporting information

S1 Fig Overlaps of DE microRNAs among all comparisons in striatum. For each pair of differential expression analyses, the table shows the overlap of the significantly (FDR<0.05) differentially expressed microRNAs in the two analyses and the corresponding hypergeometric p-value. The color scale indicates the number of overlapping DE microRNAs as a fraction of the minimum of the numbers of DE microRNAs in the two analyses. The diagonal shows the number of DE microRNAs in each comparison.
(PDF) Click here for additional data file.

S2 Fig Concordance of Series 1 and Series 2. For each of the 4 tissues and 3 analyses present in both series, a scatterplot shows the meta-analysis DE significance in Series 2 (y-axis) vs. 6- and 10-month meta-analysis in Series 1. Each dot represents a single microRNA. Correlations and the corresponding permutation-based p-values are shown in the title of each plot. The correlations serve as a measure of concordance of DE between Series 1 and Series 2.
(PDF) Click here for additional data file.

S3 Fig Statistical significance of concordance of association with Q as a numeric variable across tissues and time points. This figure shows the permutation-based p-values corresponding to the correlations shown in Fig 3.
(PDF) Click here for additional data file.

S4 Fig Concordance of DE in our cortex data with the results of Hoss et al. In each panel, the x-axis shows the microRNA significance Z statistic for continuous Q in one of our 6 or 10 month cortex data sets, and the y-axis shows the significance Z statistic for association with disease status in human BA9 data [12]. Each point represents a single microRNA. Correlations and the corresponding permutation-based p-values are shown in the title of each panel.
(PDF) Click here for additional data file.

S5 Fig Concordance of DE across all tests in cerebellum. For each of the DE analyses carried out on cerebellum data, the table shows the correlations of DE significance Z statistics and the corresponding semi-parametric permutation-based p-values. Only correlations whose permutation p-value is less than 0.05 are shown explicitly. Color scale indicates the correlation value.
(PDF) Click here for additional data file.

S1 Table Complete results of association screening of individual microRNAs. Each sheet in the file corresponds to one data set (tissue and series). Each sheet contains meta-analysis statistics, mean expression and differential expression statistics for binary comparisons of higher CAG length samples vs. controls (e.g., suffix Q80.vs.ctrl corresponds to comparison of Q80 vs. controls) and as well as association statistics for CAG length (Q) treated as a continuous variable.
(XLS) Click here for additional data file.

S2 Table Counts of significantly associated and validated microRNAs. For each of the 4 tissues for which there are validation (Series 2) data, the table lists the number of microRNAs significantly (FDR<0.05) associated with CAG length in Series 1 data, and numbers of those of the significantly associated microRNAs that validate (i.e., pass the significance threshold) in Series 2. Two significance thresholds are used for validation, FDR<0.05 and p<0.05. The numbers and fractions are further split according to the direction (up or down with CAG length) in the discovery (Series 1) data.
(CSV) Click here for additional data file.

S3 Table Numbers of microRNAs with significant (FDR<0.05) tissue-CAG length interaction (TQI). The third column indicates the number of the microRNAs for which there is no significant evidence of a change of direction (sign) of association with CAG length: the associations with CAG length either have the same sign or at least one did not pass the p<0.05 threshold. The 4^th^ and 5^th^ columns give the numbers of microRNAs with opposite signs of association with CAG length that also pass the indicated significance thresholds in both compared tissues; we consider this a significant evidence of opposite direction of transcriptional response to CAG length mutation.
(DOCX) Click here for additional data file.

S4 Table Statistics testing for tissue-CAG length interactions (differences in CAG association between tissues). Each sheet in the file corresponds to one pairwise tissue interaction and contains association statistics for interaction as well as relevant statistics of association with Q as a continuous variable in each tissue. Column significanceIndex is 0, 1 or 2 if the microRNA is significantly associated with CAG length in neither, one or both tissues, respectively. Column exprDivergesInHigherQ is 1 if the expression difference between the two tissues increases with increasing CAG length.
(XLS) Click here for additional data file.

S5 Table Enrichment mRNA modules in predicted targets of microRNAs. For each microRNA, this table summarizes mRNA modules that are enriched in the predicted targets of the microRNA. The mRNA modules were identified in mRNA data from the same mice; the analysis is described in [14]. Columns are annotated in a separate sheet in the file.
(XLS) Click here for additional data file.

# Supplementary material for: MicroRNA signatures of endogenous Huntingtin CAG repeat expansion in mice
**Source:** PLoS One. 2018 Jan 11;13(1):e0190550. doi: 10.1371/journal.pone.0190550

**Striatum: Q92 vs. ctrl**  
**cor=0.29, p=0.0093**

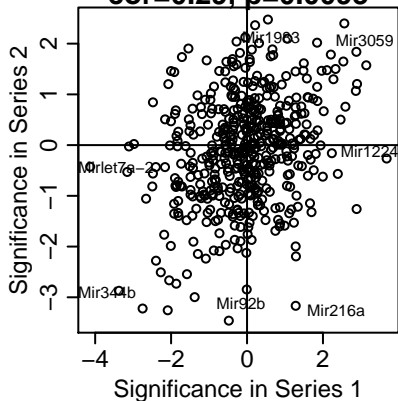

**Cortex: Q92 vs. ctrl**  
**cor=0.11, p=0.23**

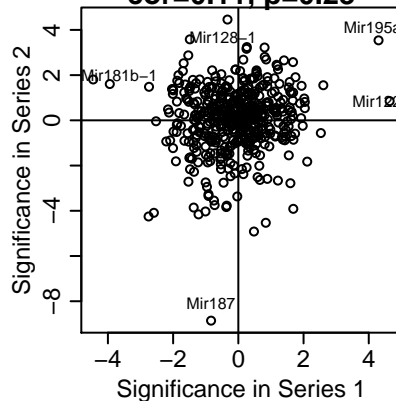

**Cerebellum: Q92 vs. ctrl**  
**cor=0.04, p=0.73**

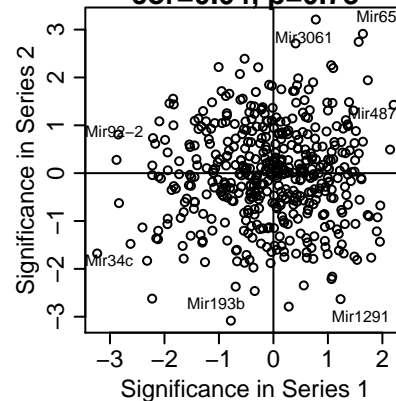

**Liver: Q92 vs. ctrl**  
**cor=0.06, p=0.58**

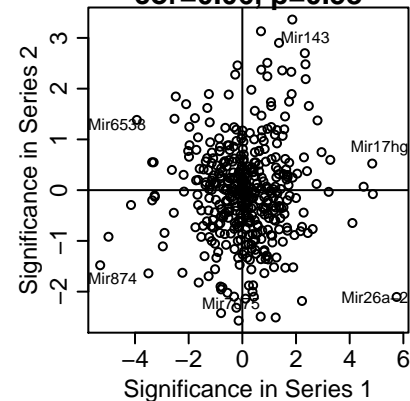

**Striatum: Q140 vs. ctrl**  
**cor=0.76, p=3.1e-16**

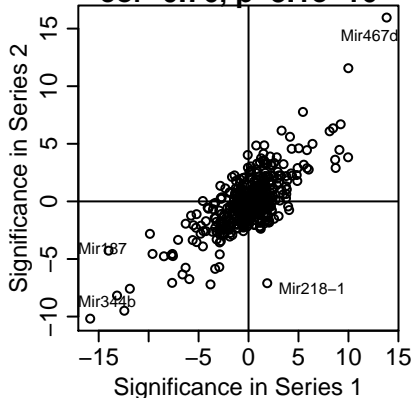

**Cortex: Q140 vs. ctrl**  
**cor=0.36, p=0.0034**

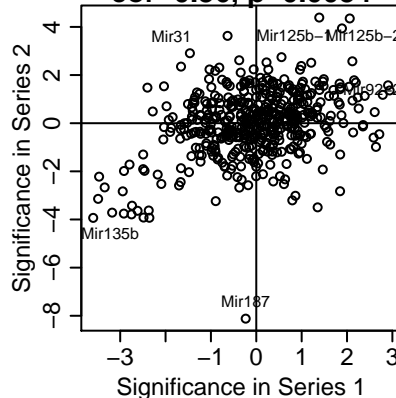

**Cerebellum: Q140 vs. ctrl**  
**cor=0.54, p=9.7e-08**

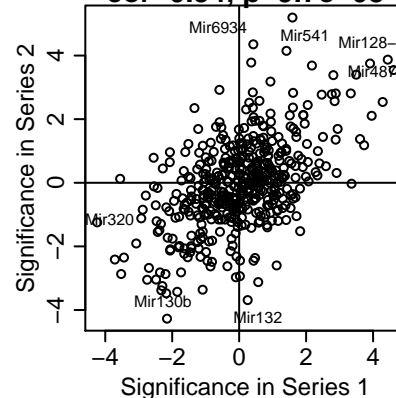

**Liver: Q140 vs. ctrl**  
**cor=0.11, p=0.26**

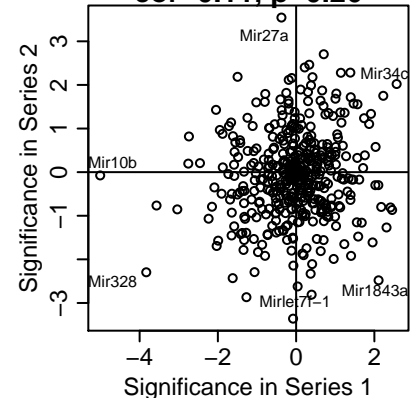

**Striatum: Q**  
**cor=0.8, p=6.6e-13**

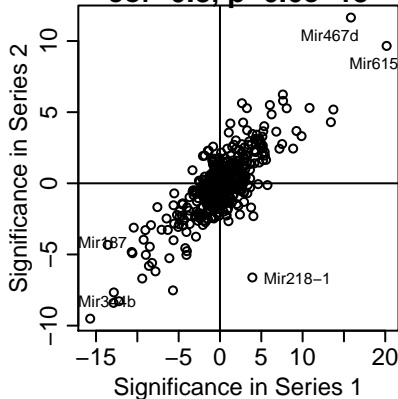

**Cortex: Q**  
**cor=0.39, p=1.1e-06**

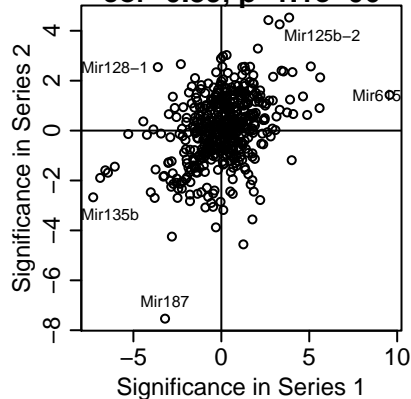

**Cerebellum: Q**  
**cor=0.53, p=7.6e-07**

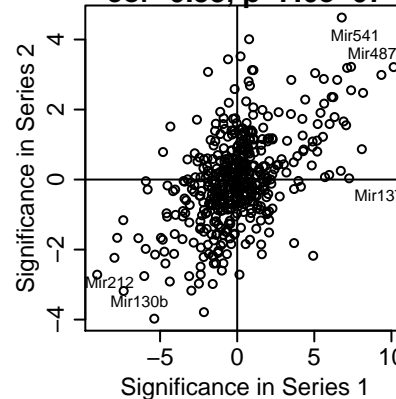

**Liver: Q**  
**cor=0.31, p=0.0011**

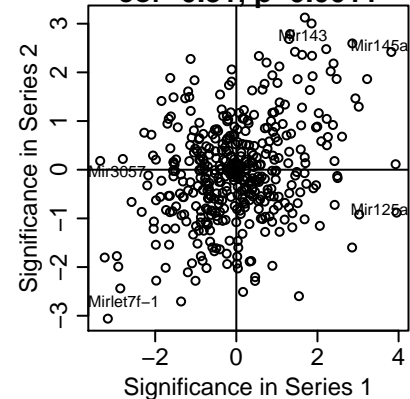

**Supplement:** S2 Fig — For each of the 4 tissues and 3 analyses present in both series, a scatterplot shows the meta-analysis DE significance in Series 2 (y-axis) vs. 6- and 10-month meta-analysis in Series 1. Each dot represents a single microRNA. Correlations and the corresponding permutation-based p-values are shown in the title of each plot. The correlations serve as a measure of concordance of DE between Series 1 and Series 2.

# Supplementary material for: MicroRNA signatures of endogenous Huntingtin CAG repeat expansion in mice
**Source:** PLoS One. 2018 Jan 11;13(1):e0190550. doi: 10.1371/journal.pone.0190550
**Supplement:** S3 Table — The third column indicates the number of the microRNAs for which there is no significant evidence of a change of direction (sign) of association with CAG length: the associations with CAG length either have the same sign or at least one did not pass the p<0.05 threshold. The 4th and 5th columns give the numbers of microRNAs with opposite signs of association with CAG length that also pass the indicated significance thresholds in both compared tissues; we consider this a significant evidence of opposite direction of transcriptional response to CAG length mutation.

**Supplemetary Table 4: Numbers of microRNAs with significant (FDR<0.05) tissue-CAG length interaction (TQI). The third column indicates the number of the microRNAs for which there is no significant evidence of a change of direction (sign) of association with CAG length: the associations with CAG length either have the same sign or at least one did not pass the p<0.05 threshold. The 4^th^ and 5^th^ columns give the numbers of microRNAs with opposite signs of association with CAG length that also pass the indicated significance thresholds in both compared tissues; we consider this a significant evidence of opposite direction of transcriptional response to CAG length mutation.**

| **Tissue comparison** | **Total miRNAs with significant TQI** | **Non-significant sign difference** | **Different sign, both p-values significant** | **Different sign, both FDRs significant** |
| --- | --- | --- | --- | --- |
| Striatum vs. Cortex | 57 | 50 | 6 | 1 |
| Striatum vs. Cerebellum | 109 | 78 | 16 | 15 |
| Striatum vs. Hippocampus | 63 | 60 | 1 | 2 |
| Striatum vs. Liver | 37 | 31 | 6 | 0 |
| Cortex vs. Cerebellum | 44 | 37 | 4 | 3 |
| Cortex vs. Hippocampus | 4 | 4 | 0 | 0 |
| Cortex vs.  Liver | 8 | 7 | 1 | 0 |
| Hippocampus vs. Cerebellum | 58 | 49 | 5 | 4 |
| Hippocampus vs. Liver | 5 | 4 | 1 | 0 |
| Cerebellum vs. Liver | 5 | 4 | 1 | 0 |

How the deposited data were processed for this re-analysis (not part of the article)

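MicroRNA expression was measured by sequencing small RNA from the cortex of Series 1 mice, 168 libraries from 7 genotypes (WT, Q20, Q80, Q92, Q111, Q140 and Q175) at 2, 6 and 10 months with 8 mice, 4 female and 4 male, per genotype and age. The authors clipped the reads, aligned them with STAR and deposited an estimated count per Ensembl transcript for each library, a unit in which reads can be divided between transcripts, without normalization. Whether such divided reads affect a result was examined only for transcripts not matched to the paper's S4 Table. The authors also deposited a table of FPKM values for the same transcripts and libraries. For 434 of the 474 transcripts with at least 10 counts in a library, the FPKM followed from the estimated count, the annotated length and the library total, and the FPKM table was not used further. The methods name HTSeq counts per gene.

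All comparisons started from the estimated counts, rounded to whole numbers. Conditions, sex and library codes came from the sample labels and the methods. In 2 libraries the labels give another sex than the cage, and the sex of the cage was used. The 8 libraries labelled as 6-month WT mice, which the methods do not list, were left out except in 1 alternative. Transcript identifiers were named with the GENCODE annotation of GRCm38, where 1228 had a name. The microRNAs tested were those of the S4 Table with a transcript of the same symbol and at least 1 count in the libraries of a fit. Library totals were taken over all transcripts of the table. Totals ranged from 2041741 to 11646287 counts per library, and counting error alone limits the precision for microRNAs with few counts.

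Differential expression was tested with edgeR 4.0.16 in R 4.3.3, by TMM normalization and the robust quasi-likelihood F test, two-sided, with sex and, at 6 months, the library code as covariates. Each mutant genotype was compared with Q20 and WT controls (Q20 alone at 6 months), and CAG length was tested as a numeric variable with 7 for WT. Standard errors were derived from the coefficient and its F statistic. The meta-analysis summed the Z statistics of 6 and 10 months and divided the sum by the square root of their number. P-values were adjusted by the Benjamini-Hochberg method and held against an FDR of 0.05. Interactions of Q with sex (6 and 10 months) and with age (2 and 10 months) were tested in joint fits. Normalized counts are TMM-normalized CPM from edgeR with the SD between mice. Correlations of Z statistics between data sets were held against 99 refits with permuted genotypes. The code was tested on simulated data with planted changes and with none.

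Most microRNAs named in the text were fixed by a rule: every microRNA that the paper names for the cortex, and the 3 rising and 3 falling microRNAs with the smallest meta-analysis p among those changed the same way at 6 and 10 months, and each call of a comparison with at most 5 calls. Other microRNAs, named for the overlap of calls, for the smallest p of a comparison, outside the S4 Table or for a difference from the paper, were chosen after their values were seen. The 17 alternatives were the RLE normalization, the library size alone, DESeq2 1.42.0 with its Wald test, filterByExpr and all transcripts with at least 1 count as features, removal of outlier samples, replacement of outlier counts, both with the Wald test and a beta prior (the steps of the methods), inclusion of the 6-month WT libraries, no library code, only LB libraries at 6 months, lane as a covariate at 2 and 10 months, the labels' sex, Q20 mice as the only controls, a fit with all genotypes of an age, a joint fit of 6 and 10 months, and the sex and replicate number of the sample titles as a block. An alternative without the Q175 mice was added after seeing the data. The batch covariate of the methods is not described further in the paper's text. Other tissues, Series 2, mRNA data and human data were not analysed here.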

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

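The tests of explanations below were chosen only after the results were seen, apart from the counts of regrouped mice.

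The 8 cortex libraries labelled as 6-month WT mice belong to no comparison in the paper, and 177 of 322 microRNAs (55%) differed between them and the 6-month Q20 mice at FDR 0.05, with a median absolute log2 fold change of 0.66. Among 100 splits of these 16 mice within sex and replicate number, only the real one, 1 of 100, gave as many. At 2 and 10 months WT and Q20 mice differed in 0 microRNAs (14 and 12 at an unadjusted p under 0.05). If a WT genotype effect were the cause, the same difference should appear at 10 months, but the differences at 6 and 10 months correlated across microRNAs at r = 0.089; those at 6 and 2 months correlated at 0.256. After thinning each library to the smallest total, a test of library size, 165 microRNAs differed, 162 of them among the 177. Without the 5 most abundant microRNAs, which held 37.9% of the counts, 175 differed, 169 of them among the 177. A library batch is a candidate explanation: the labels of the 6-month WT libraries follow the naming of the 2- and 10-month libraries, unlike those of the other 6-month libraries. The WT difference correlated across 328 microRNAs at r = 0.406 with the difference between the 2- and 10-month and the 6-month Q92 libraries. This value lies between what was set out for a batch (over 0.5) and for none (within 0.2 of 0). Over the 220 microRNAs with a mean of at least 50 counts, a filter not set out for the test, it correlated at 0.51 for Q92 and 0.501 for Q140, just over 0.5, and between 0.483 and 0.499 for the other mutant genotypes. The difference cannot be told apart from a library batch, and the comparison at 10 months goes against a WT genotype effect.

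Among transcripts whose symbol is not in the paper's S4 Table, 111 had enough counts for edgeR's filter. Of these, 13 were associated with Q in the meta-analysis at FDR 0.05, 10 up and 3 down. The match was by symbol alone, so some of them may be microRNAs of that table under another name. Mir497b rose with Q (Z = 5.42, adjusted p = 4.48e-06, log2 change 0.10 per 100 CAG at 6 months and 0.22 at 10 months). Mir21a fell (Z = -4.86, adjusted p = 4.85e-05, log2 change -0.15 at 6 months and -0.04 at 10 months). These microRNAs were chosen after their values were seen. If reads shared between near-identical copies were the cause, most of the 13 should have counts that are not whole numbers in most libraries, and 4 do (Mir467a-1, Mir92-1, Mir124a-1 and Mir133a-1). Such counts also occur for Mir669c in 41.1% of libraries, for Mir467e in 29.2% and for Mir671 in 1.8%, so shared reads are not excluded for these either. With only LB libraries at 6 months, a test of the library code, 13 kept an unadjusted p under 0.05 and 11 an adjusted p under 0.05. With the library size alone in place of the TMM normalization 13 and 11 did. No V library is left in the first of these tests, so library code cannot account for the 11 that passed it, as judged by the adjusted p after the counts were seen. No TMM factor enters the second test, so the TMM normalization cannot account for the 11 that passed it, judged in the same way. The 13 were chosen on mostly the same data. Scaling to the library size is shared by both settings, so an effect of that scaling is not ruled out. Of the mutant genotypes above Q20 at 6 months, Q111 alone had libraries on a lane number of the Q20 libraries, so an effect of lane at that age cannot be told apart either.

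The association with Q differed between 2 and 10 months for 6 microRNAs by the interaction of age and Q: Mir135b, Mir221, Mir212, Mirlet7i and Mir122 became more negative with age and Mir615 more positive. The interaction coefficients per 100 CAG were -0.33 for Mir135b, -0.21 for Mir221, -0.20 for Mir212, -0.10 for Mirlet7i, -1.93 for Mir122 and 1.17 for Mir615. Among 100 regroupings of the genotypes within age, sex and replicate number, 1 gave as many, the real one. With lane as a covariate 5 of the 6 kept an unadjusted p under 0.05, and 5 an adjusted p under 0.05. Mir122 did not (interaction coefficient -0.21, adjusted p = 0.792), and lane is a candidate explanation for its interaction. After thinning to the smallest total, a test of a library size difference, 6 kept an unadjusted p under 0.05 and 5 an adjusted p under 0.05. For the 5 microRNAs other than Mir122 the data are in line with a response to CAG length that grows between 2 and 10 months, as a hypothesis. An effect of sequencing at different times for each age was not tested.

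In 2 of 21 groups a library lay far from the others in total counts, where chance gives about 1 in 20 groups, here 1.05. In 30 groups of single microRNAs 0 did; across all 51 groups chance gives 2.5. The Q175 male M3 at 6 months had 11646287 total counts against 4995129 in the next library, a gap of 0.869 of the group's range. The WT male M4 at 2 months had 5656051 against 5073600, a gap of 0.587 of the range. The critical value for 8 libraries is 0.526. No technical or biological explanation was tested for either.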

How the results depend on the processing

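The 17 alternatives named in the processing summary were set before the data were examined, and the setting without the Q175 mice was chosen after seeing the data. Of 37 counts and correlations, 14 kept their direction and their side of the threshold, with counts within 1.5 times the main count, under each of the 17 that applied. Of 33 results for named microRNAs, 13 did. Among 569 values of the named microRNAs under all 18 settings, 498 kept direction and side, 47 were no longer past the threshold, 15 were newly past it and 9 changed sign. For numeric Q the fit with all genotypes of an age repeats the main fit. That fit cannot change a named microRNA's meta-analysis Z but is counted among its alternatives. The cause was not tested for any change below. At 6 months no alternative separates genotype from lane, since 0 of the Q80, Q92, Q140 and Q175 libraries ran on a lane number of the Q20 libraries. Removal of outlier samples removes no 6-month library and cannot move a result of 6 months alone, and filterByExpr leaves no value for Mir206, Mir208b and Mir615.

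With the 6-month WT libraries among the controls, 156 microRNAs were associated with Q at 6 months, 111 in the meta-analysis (24 of them among the 39), 0 differed in Q175 mice at 6 months (85 at an unadjusted p under 0.05), 0 in Q92 mice (97), and 5 in Q140 mice in the meta-analysis, and the overlap of Q175 calls was 0. The correlation of Z was -0.124 between 2 and 6 months, 0.135 between 6 and 10 months and 0.125 between 6 months and the paper's striatum. The meta-analysis Z changed sign for Mir99a (-1.16), Mir138-2 (0.95), Mir10b (-2.17), Mir187 (0.35), Mir125b-2 (-2.40) and Mir320 (0.45). These WT libraries differ from the Q20 libraries in 177 microRNAs, or in 266 transcripts with filterByExpr, so this setting mixes that difference with CAG length.

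Without the Q175 mice 0 microRNAs were associated with Q at 6 months (28 at an unadjusted p under 0.05), 1 at 10 months and 4 in the meta-analysis, 3 of them among the 39. The correlation of Z between 6 and 10 months was 0.151, and with the paper's striatum it was -0.068 at 2 months, 0.157 at 6 months, 0.231 at 10 months and 0.256 in the meta-analysis. Of Mir135b, Mir212, Mir221, Mir181a-1, Mir667 and Mir3059, Mir135b alone was still past FDR 0.05. The Z of Mir301b was 0.03 and the 6-month Z of Mir615 was -0.39, both of the other sign. The count of named results that changed was 23 here and 18 with the 6-month WT libraries.

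With the steps of the methods the count was 2 for Q80, 15 for Q92 and 1 for Q140 at 2 months, 8 for Q92, 2 for Q140, 21 for Q175 and 17 for numeric Q at 6 months, 1 for Q111 at 10 months, and 2 for Q92 and 7 for Q140 in the meta-analysis, with an overlap of 12 and 24 interactions of age and Q. With DESeq2's Wald test it was 2 for Q80, 8 for Q92 and 1 for Q140 at 2 months, 8 for Q92, 5 for Q140 and 18 for Q175 at 6 months, 1 for Q111 and 6 for Q140 at 10 months, and 2 for Q92 and 6 for Q140 in the meta-analysis, with an overlap of 11. With all genotypes of an age in a single fit it was 3 for Q92 at 2 months, 2 for Q140 and 17 for Q175 at 6 months, 3 for Q140 at 10 months and 7 for Q140 in the meta-analysis, with an overlap of 13.

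With RLE normalization Q175 had 3 calls at 6 months and the overlap was 2. With the library size alone the count was 1 for Q80 at 2 months, 3 for Q175 at 6 months and 1 for Q140 at 10 months, and the overlap was 1. With filterByExpr it was 1 for Q92 at 2 months, 1 for Q140 and 32 for numeric Q at 6 months, and 1 for Q111 in the meta-analysis. With all transcripts of at least 1 count it was 1 for Q80, 1 for Q111 and 20 for numeric Q at 6 months, 26 for Q175 at 10 months, and 1 for Q111 and 0 for Q140 (63 at an unadjusted p under 0.05) in the meta-analysis; the overlap was 3, the interaction of sex and Q had 4 calls and the correlation of Z between 6 and 10 months was 0.207.

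With outlier samples removed the count was 10 for Q92 at 2 months and 0 for Q140 in the meta-analysis (38 at an unadjusted p under 0.05), and with outlier counts replaced 6 and 3. With no library code 15 microRNAs passed for Q175 and 15 for numeric Q at 6 months, and 3 for Q140 in the meta-analysis. With only LB libraries these were 4, 3 and 0 (45 at an unadjusted p under 0.05), and the overlap was 3. With lane as a covariate at 2 and 10 months, an alternative not run at 6 months, the count was 5 for Q92 at 2 months, 1 for Q111 at 10 months, 1 for Q92 and 0 for Q140 (28 at an unadjusted p under 0.05) in the meta-analysis, and 10 for the interaction of age and Q. With the labels' sex it was 0 for Q140 in the meta-analysis (44 at an unadjusted p under 0.05), with Q20 mice as the only controls 1 for Q92 in the meta-analysis (Mir10b then had a Z of -0.15), and with the joint fit of 6 and 10 months 3 for Q140.

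With sex and replicate number as a replicate block 15 microRNAs passed for numeric Q at 6 months and the overlap was 4. Deviations of mice with the same number, sex and age from their genotype mean correlated on average at -0.047 at 2 months, -0.037 at 6 months and 0.002 at 10 months, against 0.017, 0.017 and 0.01 for pairs of other numbers.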

Differences from the paper's values

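A count was taken to differ where the paper's or the one here was more than 1.5 times the other. By this measure the paper's counts for the cortex in its text differed from those here at the following points. For Q80 against controls at 2 months the paper's count is 3 and the count here 0; of the alternatives set before the data were examined, DESeq2's Wald test and the steps of the methods, each with 2, closed the gap and the others did not. For Q92 at 2 months the paper's count is 7 against 0; DESeq2's Wald test (8), removal of outlier samples (10), replacement of outlier counts (6) and lane as a covariate at 2 and 10 months (5) closed the gap, and the steps of the methods (15) and the others did not. For Q92 at 6 months the paper's count is 6 against 1; DESeq2's Wald test and the steps of the methods, each with 8, closed the gap. For the overlap of Q175 calls at 6 and 10 months the paper's hypergeometric p is 6e-05 against 7.79e-06, and none of the alternatives set before the data were examined closed the gap.

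In its Fig 1, read by eye, the paper gives about 1 microRNA for Q140 at 6 months against 0 here, closed by filterByExpr on all features (1). For the meta-analysis of Q92 it gives about 4 against 0, which no alternative closed. For Q111 it gives about 1 against 0, closed by filterByExpr on all features and by all features with at least 1 count, each with 1. For Q140 it gives about 0 against 1, closed by all features with at least 1 count, removal of outlier samples, only LB libraries at 6 months, lane as a covariate at 2 and 10 months and the labels' sex, each with 0.

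The paper's S4 Table gives meta-analysis Z statistics for Q, compared here with an error of 1 for a Z. For Mir378b the paper's Z is 2.81 against -2.57 here, and no alternative closed the gap. For Mir615 the paper's Z is 9.57 against 4.74, for Mir181a-1 it is 4.04 against 5.64 and for Mir181a-2 it is 5.62 against 3.86, and no alternative closed these gaps. No alternative changed how the deposited counts divide reads between near-identical copies, so their part in the gaps was not tested. For Mir132 the paper's Z is -6.45 against -5.35; the gap was closed by library size alone, the Wald test, all features, removal of outlier samples, the steps of the methods, no library code, lane, the replicate block and the joint fit, and not by the others. For Mir708 the paper's Z is -4.01 against -2.97; it was closed by RLE normalization, library size alone, the Wald test, all features, removal of outlier samples, the steps of the methods, the 6-month WT libraries, Q20 mice as the only controls and the replicate block. For Mir138-2 the paper's Z is -2.9 against -1.66; all features, removal of outlier samples, the steps of the methods and no library code closed the gap. For Mir187 the paper's Z is -3.2 against -1.67; replacement of outlier counts (-2.52) and the steps of the methods (-2.90) closed it. For Mir125b-2 the paper's Z is 3.86 against 2.77; it was closed by removal of outlier samples, replacement of outlier counts, the steps of the methods, no library code, only LB libraries, lane and the replicate block. For Mirlet7i the paper's Z is -6.06 against -4.92; library size alone, the Wald test, all features, removal of outlier samples, the steps of the methods, no library code and Q20 mice as the only controls closed it.

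The paper's S4 Table holds 6 microRNAs past FDR 0.05 for Q in the cortex that were not past it here: Mir187, Mir138-2, Mir148a, Mir25, Mir344b and Mir350, with an adjusted p here of 0.280, 0.285, 0.207, 0.141, 0.0826 and 0.110. The steps of the methods called Mir187 (adjusted p = 0.0275, from 0.0275 to 0.821 across the alternatives set before), and also Mir148a, Mir25, Mir344b and Mir350. Removal of outlier samples called Mir148a, Mir344b and Mir350, as did the 6-month WT libraries. Q20 mice as the only controls called Mir25 and Mir344b, library size alone Mir25, lane as a covariate Mir344b and only LB libraries at 6 months Mir350. No alternative called Mir138-2 (adjusted p from 0.139 to 0.645). For Mir9-3 the Z here was -3.09 (adjusted p = 0.0215) where the paper's Z is 1.41, and it was negative in every alternative, from -4.99 to -2.30. Divided reads were not tested for Mir9-3 either. The paper's sign for Mir378b in the cortex is positive, and here it was negative in every alternative set before the data were examined. The methods state a minimum number of reads per sample that lies above the lowest totals here: the lowest total of estimated counts here was 2041741, a total over the transcripts of the table and not over all reads.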

Other observations

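The tests of lane and of liver and blood RNA, and the setting without the Q175 mice, were chosen only after the results were seen; the other tests in this part were set before.

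Other splits of the same mice, drawn within sex and replicate number and 100 in number with the real one included, gave a count as large as the real one in 1 of 100 for Q175 at 6 months, 1 of 100 for Q175 at 10 months and 1 of 100 for Q175 in the meta-analysis. For association with numeric Q, 1 of 100 did so at 6 months, 1 of 100 at 10 months and 1 of 100 in the meta-analysis, and 1 of 100 gave an overlap of Q175 calls at 6 and 10 months as large as 7. For the 1 call in Q92 at 6 months and the 1 call in Q140 in the meta-analysis, 3 of 100 splits gave as many. For the comparisons with 0 calls, namely all at 2 months, Q80, Q111 and Q140 at 6 months, Q80 to Q140 at 10 months, Q80, Q92 and Q111 in the meta-analysis, WT against Q20 at 2 and 10 months and the interaction of sex and Q, every one of 100 splits gave as many, since a count of 0 cannot be undercut; the unadjusted p was under 0.05 for between 4 and 48 microRNAs in these comparisons.

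The response at 10 months below Q175 was tested as a hypothesis. The Z statistics of Q140 against Q20 mice correlated across 325 microRNAs at r = 0.282 with those of Q175 against WT mice, groups that share no mouse, and 2 of 100 regroupings gave a correlation as large, the real one included. Of the 22 microRNAs past FDR 0.05 between Q175 and WT mice, 16 changed the same way in Q140 mice, with a median ratio of log2 fold changes of 0.36. Without the Q175 mice, 1 microRNA remained associated with Q at 10 months, and 28 had an unadjusted p under 0.05. The data allow a graded response in which Q140 mice show part of the Q175 change. A larger share of the Q140 than of the Q20 libraries, and of the Q175 than of the WT libraries, ran on lane 7. A lane effect common to both comparisons is therefore not excluded. The 1 remaining call is too few to decide whether only Q175 mice respond.

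Mir122, the 1 call in 6-month Q92 mice, varied from 0.181 to 52.5 CPM between the 168 cortex libraries with a median of 1.3, and 3 libraries exceeded 10 times the median. The sequencing lane is a candidate explanation: lane explained 71% of the variation of log2 CPM between libraries of the same genotype and age, against 10.9% on average when lanes were permuted within genotype and age (permutation p = 1e-04, the smallest the permutations can give). Among the 6-month libraries alone it explained 51%, against 22.4% on average with permuted lanes (permutation p = 0.0014). At 10 months the 10 libraries of lane 8 lay between 6.34 and 9.6 CPM, the 21 of lane 6 between 0.574 and 2.36 CPM, and the 25 of lane 7 between 0.197 and 12.4 CPM with a median of 0.892. At 6 months the Q92 libraries ran on lanes 5 to 7 and the Q20 libraries on lanes 3 and 4, so the call in Q92 mice cannot be told apart from lane. RNA from liver or blood was also tested. Log2 CPM of Mir122 correlated with that of the sum of Mir192 and Mir194, written down as liver microRNAs, at Pearson r = 0.247 (permutation p = 0.0015, adjusted p = 0.012 over 8 correlations) and Spearman rho = 0.084 (permutation p = 0.28, adjusted p = 0.62), and without the 2 farthest libraries r was 0.224. Within ages r was 0.346 at 2 months, 0.331 at 6 months and 0.188 at 10 months (permutation p = 0.0099, 0.012 and 0.17; adjusted p = 0.03, 0.03 and 0.23), and without the 2 farthest libraries 0.127, 0.407 and 0.152. Within ages rho was 0.139, 0.068 and 0.091 (permutation p = 0.31, 0.62 and 0.5; adjusted p = 0.62, 0.71 and 0.67). With the mean of each age and lane taken off, r was 0.12 (permutation p = 0.16), so the relation to the liver microRNAs was not shown apart from lane. With the sum of Mir451a, Mir144 and Mir486, written down as blood microRNAs, r was 0.055 (permutation p = 0.48, adjusted p = 0.48) and rho -0.019 (permutation p = 0.81, adjusted p = 0.81). Within ages it was -0.285, 0.322 and -0.129 (permutation p = 0.032, 0.015 and 0.34; adjusted p = 0.051, 0.03 and 0.39), without the 2 farthest -0.271, 0.436 and -0.169, and rho was -0.265, 0.194 and -0.116 (permutation p = 0.048, 0.15 and 0.39; adjusted p = 0.38, 0.6 and 0.62). With the mean of each age and lane taken off r was 0.016 (permutation p = 0.85).

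At 6 months 6 of 327 microRNAs differed between V and LB libraries at FDR 0.05 and 56 at an unadjusted p under 0.05, with genotype and sex in the model.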
